# Integrative transcription start site analysis and physiological phenotyping reveal torpor-specific expression program in mouse skeletal muscle

**DOI:** 10.1038/s42003-021-02819-2

**Published:** 2021-11-15

**Authors:** Ruslan Deviatiiarov, Kiyomi Ishikawa, Guzel Gazizova, Takaya Abe, Hiroshi Kiyonari, Masayo Takahashi, Oleg Gusev, Genshiro A. Sunagawa

**Keywords:** Homeostasis, Transcriptomics

## Abstract

Mice enter an active hypometabolic state, called daily torpor when they experience a lowered caloric intake under cold ambient temperature. During torpor, the oxygen consumption rate in some animals drops to less than 30% of the normal rate without harming the body. This safe but severe reduction in metabolism is attractive for various clinical applications; however, the mechanism and molecules involved are unclear. Therefore, here we systematically analyzed the gene expression landscape on the level of the RNA transcription start sites in mouse skeletal muscles under various metabolic states to identify torpor-specific transcribed regulatory patterns. We analyzed the soleus muscles from 38 mice in torpid and non-torpid conditions and identified 287 torpor-specific promoters out of 12,862 detected promoters. Furthermore, we found that the transcription factor ATF3 is highly expressed during torpor deprivation and its binding motif is enriched in torpor-specific promoters. *Atf3* was also highly expressed in the heart and brown adipose tissue during torpor and systemically knocking out *Atf3* affected the torpor phenotype. Our results demonstrate that mouse torpor combined with powerful genetic tools is useful for studying active hypometabolism.

## Abstract (web summary)

Ruslan Deviatiiarov et al. identify torpor-specific promoters with an enriched binding motif and the transcription factor ATF3 highly expressed during torpor deprivation. Knocking out Atf3 affected the torpor phenotype, giving rise to molecular targets for studying and translating hypometabolic states.

## Introduction

Mammals in hibernation or daily torpor can reduce their metabolic rate to 1–30% of that of euthermic states and enter a hypothermic condition without any obvious signs of tissue injury^1,2^. How mammals adapt to such a low metabolic rate and low body temperature without damage remains one of the central questions in biology. Mammals maintain their body temperature (*T*_*B*_) within a certain range by producing heat. In the cold, the oxygen requirements for heat production increases at a rate negatively proportional to the body size^3^. Instead of paying the high heat production cost, some mammals can lower their metabolism by sacrificing body temperature homeostasis. This condition, in which the animal reduces its metabolic rate followed by whole-body hypothermia, is called active hypometabolism^4^. As a result, the homeostatic regulation of body temperature is modified, and the total energy usage drops. This hypometabolic condition is called hibernation when it lasts for months and daily torpor when it occurs daily.

Recently, Sunagawa proposed four conditions to be required in mammalian active hypometabolism:^4^ 1) tolerance to low body temperature, 2) tolerance to low oxygen consumption, 3) suppression of body temperature homeostasis, and 4) heat production ability under a low metabolic rate. Of these conditions, 1) and 2) were found to be cell/tissue-specific or local functions, which prompted researchers to analyze genome-wide molecular changes in various tissues of hibernators, including the brain, liver, heart, skeletal muscles, and adipose tissues. With the development of high-throughput sequencing approaches, such as RNA-seq and microarrays, a series of transcriptomic investigations were conducted in well-studied hibernating animals, including ground squirrels^5–8^, bears^9–11^, and bats^12,13^. Recent proteomics studies in ground squirrels using two-dimensional gel electrophoresis^14,15^ and shotgun proteomics^16^ also explored the post-transcriptional regulation of hibernation. Furthermore, several studies demonstrated epigenetic changes during hibernation^17,18^, and a relationship of miRNAs in the process^19^.

Due to the lack of detailed genome information in hibernators, i.e., squirrels, bats, and bears, the interpretation of high-throughput sequencing results is challenging in these animals. Instead, the mouse, *Mus musculus*, has rich genetic resources and could overcome this weakness. Notably, the mouse is well-known to enter torpor by fasting^20,21^, and we have developed an improved method to initiate and detect fasting-induced torpor (FIT) in mice reproducibly^4^. Furthermore, one group identified neurons regulating the induction of FIT^22^, and our group identified genetically labeled neurons that can induce a hibernation-like state in mice^23^. Such recent discoveries make the mouse a suitable and convenient animal model for studying active hypometabolism.

This study aimed to analyze the comprehensive gene expression at the skeletal muscle by introducing mice as a model for active hypometabolism, taking advantage of the rich and powerful genetic technologies available for this animal. To reconstruct genome-wide changes in gene expression, we performed Cap Analysis of Gene Expression (CAGE) in soleus muscles taken from 38 animals under various metabolic conditions. We found that entering torpor and restoring activity were associated with distinct changes in the transcriptomic profile, including marked changes in the distribution of transcription start sites within a promoter (promoter shift). We also present evidence that the torpor-specific promoters are related to the torpor phenotype by deleting the gene.

## Results

### Fasting-induced torpor shows a reversible transcriptome signature

C57BL/6 J mice (B6J mice) enter FIT when deprived of food for 24 h^4^. In this study, torpor was defined as having a lower *T*_*B*_ and oxygen consumption rate (*VO*_*2*_) than the 99.9 % credible interval of the baseline, which was defined individually for each animal. The animals return to the normal condition without any damage even after experiencing hours of extreme hypothermic and hypometabolic conditions. To analyze the reversibility in peripheral tissue gene expression during the FIT, we isolated soleus muscles from B6J mice on day 1 (Pre, *n* = 4), 2 (Mid, *n* = 8), and 3 (Post, *n* = 4) at ZT-22 as experiment #1 (Fig. 1a). 

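Each mouse of experiment #1 gave 1 library of soleus muscle by non-amplified non-tagging Illumina CAGE (nAnT-iCAGE). In this method the capped 5′ ends of RNA are captured and sequenced without PCR amplification, so that each tag marks a position where transcription of an RNA started. The soleus is a small postural muscle of the lower leg rich in slow-twitch fibers. The authors trimmed the reads, mapped them to the mm10 mouse genome with bwa and hisat2, and grouped the start sites into promoter clusters with PromoterPipeline. For each cluster and library they deposited the number of tags as counts without normalization, and the same value as TPM. The 4 Pre libraries had between 24961938 and 29548749 tags in these clusters (median 25298304). The 8 Mid libraries had between 23726836 and 31834199 (median 25786942), and the 4 Post libraries had between 24830378 and 28739957 (median 26857733). By the ratio of counts to TPM, these tags made up 94.4 to 95.5% of each library's mapped total. The 10 clusters with the most tags took between 15.1 and 40.3% of the tags of a library in experiment #1, and a large share of this kind lowers the TPM of every other promoter. For this reason differential expression was tested on the counts after TMM normalization, whose factors ran from 0.679 to 1.21, with edgeR's quasi-likelihood F test. One fit held the 28 libraries of experiment #1, which also include the mice in which torpor was prevented or deprived, so that all groups shared 1 estimate of the spread. It covered the 10,776 clusters with any tag in these libraries, and a promoter was called differentially expressed at a Benjamini-Hochberg FDR below 0.05. No libraries of a group were duplicates of each other: over 72 pairs of libraries of both experiments, the lowest chi-square per promoter between their counts was 12.5. Alternatives to these choices were set before the data were examined, and a range over alternatives given with a result is over these.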

We chose these time points because B6J mice usually start to enter torpor at around ZT-14, and at ZT-22, which is two hours before the light is turned on, the animals are very likely to be torpid^4^. Indeed, the *VO*_*2*_ was higher in the Pre and Post groups and was lowest in the Mid group (Fig. 1b). Skeletal muscle is a popular tissue for hibernation research because it shows little atrophy even during prolonged immobility. Therefore, many transcriptomic and proteomic studies have been performed with skeletal muscles in the past^6,11,24–26^. Using RNA from the muscle samples, we analyzed genome-wide transcription profiles using the CAGE approach^27,28^. Based on the transcription start sites (TSS) distribution, we identified 12,862 total peak clusters, reflecting genome-wide expression profile on promoters’ level with single-nucleotide precision. 

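The table analysed here held 10,819 promoter clusters. In experiment #1, 10,776 of them had at least 1 tag in some library, and 10,816 had one in experiment #2. The clusters were covered deeply, with a mean over the 28 libraries of experiment #1 of 17.6 CPM at the median cluster and of 1 CPM or more at 97.7% of the clusters. As an example of the precision, the cluster of *Hmox1*, which encodes heme oxygenase, spans 75093503 to 75093795 on the plus strand of chromosome 8 in mm10. Its highest peak lies at 75093620, 1 bp from the annotated 5′ end of the gene at 75093621.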

Among all the TSSs, 11,133 were associated with 10,617 genes, and the remaining was out of ±500-bp regions from the 5′ ends of annotated genes.

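With the GENCODE M21 annotation of mm10, 9,615 of the 10,819 clusters analysed here lay within 500 bp of an annotated 5′ end on the same strand. They belonged to 9,077 genes, and the other 1,204 clusters lay farther away. More than 1 cluster was assigned to 459 genes, with a maximum of 8 clusters for a gene. For 251 clusters the window held the 5′ end of more than 1 gene, and the nearest gene was taken.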

**Fig. 1:**
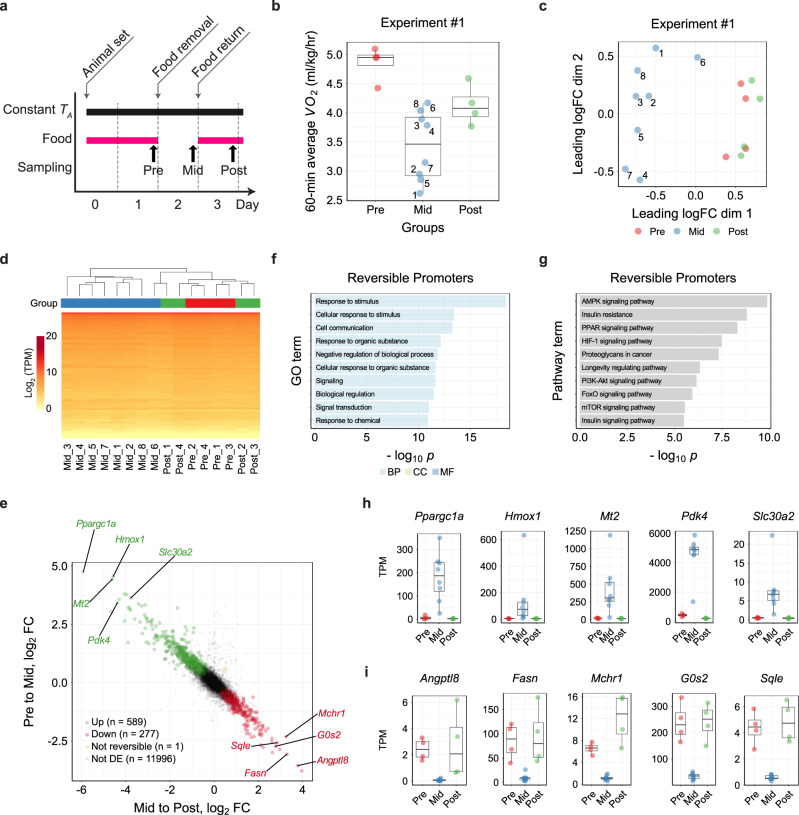
Fasting-induced Torpor Shows a Reversible Transcriptome Signature. **a** Protocol for sampling muscles from Pre, Mid, and Post torpor animals to test the reversibility of the transcriptional profile of muscles during torpor. **b** Boxplots for the *VO*_*2*_ of animals at sampling in the reversibility experiment #1. Each dot represents one sample from one animal. During torpor (Mid group), the median *VO*_*2*_ was lower than during Pre or Post torpor. The band inside the box, the bottom of the box, and the top of the box represent the median, the first quartile (Q_1_), and the third quartile (Q_3_), respectively. The interquartile range (IQR) is defined as the difference between Q_1_ and Q_3_. The end of the lower whisker is the lowest value still within 1.5 IQR of Q_1_, and the end of the upper whisker is the highest value still within 1.5 IQR of Q_3_. Every other boxplot in this manuscript follows the same annotation rules. The numbers in the Mid torpor group are identification numbers of the animals. **c** MDS plot of the TSS-based distance in reversibility experiment #1. Each dot represents one sample from one animal. The Mid group clustered differently from the Pre and Post groups in the 1st dimension. The two internal groups seen in the Mid group in **d** were not evident in this plot, indicating the transient metabolic change during torpor was not correlated with transcription. **d** Hierarchical clustering heatmap based on the TPM of TSS detected in the reversibility experiment #1. The group colors are denoted in (**c**). **e** Distribution of CAGE clusters according to the fold-change (FC) in the TPM of Pre to Mid and Mid to Post torpor. The top five up- and down-regulated reversible promoters that had annotated downstream genes are shown. **f** Top ten enriched GO terms in the reversible promoters. **g** Top ten enriched KEGG pathways in the reversible promoters. **h**, **i** Top five up- and down-regulated reversible promoters ordered according to the magnitude of the TPM change. Promoters that had annotated downstream genes are shown.

The multidimensional scaling (MDS) plot of the promoter-level RNA expression showed that the Pre and Post groups had distinct expression profiles from the Mid group (Fig. 1c, d). 

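Distances between libraries were computed as in edgeR's MDS plots, from the 500 promoters that differ most between each pair of libraries (root mean square of the log2 fold changes). In experiment #1, a Mid library and a Pre or Post library lay 2.20 apart on average, and libraries on the same side of this division lay 1.67 apart. The difference of 0.53 was larger than in any other division of these libraries into 8 and 8 (exact permutation test over 12870 divisions, one-sided, p = 0.000155, the smallest p that this design allows). The Pre and Post libraries were not distinguishable from each other in this way, with a distance of 1.58 between the groups and 1.47 within them (exact permutation test over 70 divisions, one-sided, p = 0.114; the smallest possible p is 0.0286). When all promoters entered the distances, the difference between the Mid group and the Pre and Post groups was 0.17 with the same p, and the p for Pre against Post was 0.0571.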

During torpor, the animal may show both high and low metabolism due to the oscillatory nature of this condition. Indeed, the animal in the Mid group showed a broad diversity of metabolic rates (Fig. 1b), which indicates animals are either in torpor or between torpid states. Each number in Fig. 1b, c represents the same animal in the Mid group. 

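Read by eye from Fig. 1b, Mid animals 1, 2, 5 and 7 had a low *VO*_*2*_ at sampling and Mid animals 3, 4, 6 and 8 a high *VO*_*2*_. The mean distance between libraries of different *VO*_*2*_ clusters was 1.78, slightly below the 1.84 between libraries of the same cluster (difference −0.06, exact permutation test over 70 divisions, one-sided, p = 0.657). In a test of the 8 Mid libraries alone, 0 of 10,758 promoters differed between the *VO*_*2*_ clusters at an FDR below 0.05, and the smallest FDR was 0.998 (edgeR). At an unadjusted p below 0.05 there were 261 promoters, or 2.43% of those tested, fewer than the 5% that chance gives. A difference between the *VO*_*2*_ clusters was therefore not detectable with 4 libraries in each. With DESeq2 in place of edgeR, 3 promoters passed the threshold.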

Despite the metabolism during torpor forming two clusters (Fig. 1b), the CAGE cluster profile did not show clustering within the Mid group according to metabolic state (Fig. 1c, d), indicating that the oscillating metabolic change during torpor does not show a clear difference in transcription.

To test the reproducibility of this experiment, we performed another independent set of samplings and CAGE analysis (experiment #2). 

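The 10 libraries of experiment #2 were made from another batch of mice. Their median depth was lower than in experiment #1, at 11281870 against 26580286 tags in promoter clusters. Every Pre, Mid and Post library of experiment #1 had 23726836 tags or more, above the highest depth of experiment #2, 20914855 tags. The ranges overlapped only through Fed 1 of experiment #1, with 18257657 tags. The tags in promoter clusters numbered 10538400 and 10582144 in the 2 Pre libraries. They numbered between 9359994 and 20311645 in the 5 Mid libraries (median 13077341) and between 9534972 and 20914855 in the 3 Post libraries (median 11981596). These tags were 93.1 to 94.3% of each library's total. The libraries ran on separate sequencing lanes. Lane 3 held both Pre libraries and 4 of the Mid libraries, while lane 4 held the remaining Mid library (Mid 13) and the 3 Post libraries. Pre and Mid can thus be compared within a lane, but the comparison of Mid and Post within a lane rests on 1 Mid library. The counts of experiment #2 were tested in a fit of their own by the method used for experiment #1, over 10,816 clusters.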

We obtained 2, 5, and 3 samples for the Pre, Mid, and Post states, respectively. In experiment #2, the *VO*_*2*_ at sampling showed a similar pattern as in experiment #1 (Supplementary Fig. 1a), and the MDS plot showed that the Pre and Post groups had a distinct transcriptome profile from the Mid group (Supplementary Fig. 1b, c). These results were consistent with those of experiment #1.

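In experiment #2, a Mid library and a Pre or Post library lay 2.51 apart on average, against 1.97 for libraries on the same side of this division. This difference of 0.55 was the largest of the 252 divisions of the libraries into 5 and 5 (exact permutation test, one-sided, p = 0.00794, the smallest possible). Within lane 3, the difference between the 4 Mid and the 2 Pre libraries was 0.61, which was also the largest possible, but the 15 divisions of these libraries cannot give a p below 0.0667 (exact permutation test, one-sided). The Mid library of lane 4 lay at a mean distance of 2.02 from the other Mid libraries and of 2.36 from the Post libraries of its own lane.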

To gain insight into the biological process underlying the reversible expression during torpor, we analyzed differentially expressed (DE) genes on the level of promoters in the Pre to Mid and in the Mid to Postconditions. The promoters were considered differentially expressed when the false discovery rate (FDR) was smaller than 0.05. Reversibly up-regulated DE promoters were defined if they show a significant increase from the Pre to Mid (FDR < 0.05) and decrease from the Mid to Post (FDR < 0.05). Reversibly down-regulated DE promoters were similarly defined but in the opposite direction (Fig. 1e). We found 589 up-regulated and 277 down-regulated promoters (representing 481 and 221 genes) from the 12,862 total promoters, with enrichment in several distinct KEGG pathways. 

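From the Pre to Mid, 1,659 promoters were up-regulated and 1,594 down-regulated among the 10,776 tested. Their median absolute log2 fold changes were 0.48 and 0.40. From the Mid to Post, 1,881 promoters were up-regulated and 1,890 down-regulated. Of the 2,408 promoters that changed in both comparisons, 10 moved in the same direction both times and 2,398 reversed. The reversible promoters were thus 1,232 up-regulated ones, assigned to 1,096 genes, and 1,166 down-regulated ones, assigned to 1,088 genes. Both comparisons use the same Mid libraries, which by itself ties their fold changes together. In 40 simulations in which no group differed, the correlation across promoters between the Pre to Mid and the Mid to Post fold changes averaged −0.33, against −0.68 in the data. The simulations gave 0 reversible promoters at the FDR threshold. At an unadjusted p below 0.05 they gave 65.0 on average (46 to 86), against 3,207 in the data. Among the alternatives, leaving out TMM moved the numbers most, to 436 up-regulated and 578 down-regulated reversible promoters. With upper-quartile scaling they were 960 and 1,715, so that the balance of the directions depended on the scaling. The paper takes the promoters that changed on entry into torpor and returned afterwards as the reversible response, and reads its pathways from their genes (Fig. 1f, g).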

The top 10 enriched GO terms and KEGG pathways related to both the reversibly up- and down-regulated DE genes are shown in Fig. 1f, g. Furthermore, we found enrichment of certain motifs in the promoters with reversible expression dynamics (Supplementary Fig. 1d, e). 

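The sum of the log2 fold changes, counted in the direction of the reversal, was largest for *Ppargc1a* (10.75), *Hmox1* (9.17), *Mt2* (9.06), *Slc39a14* (8.62) and *Lrch1* (8.11) among the up-regulated reversible promoters with an annotated gene. *Ppargc1a* encodes the transcriptional coactivator PGC-1α. Its promoter, from 51567615 to 51567874 on the minus strand of chromosome 5, covers the annotated 5′ end of the gene. It rose from 7.10 ± 8.12 TPM (SD, n = 4) in the Pre group to 182 ± 104 TPM (SD, n = 8) in the Mid group and returned to 2.91 ± 1.36 TPM (SD, n = 4) in the Post group. The log2 fold change was 4.78 from the Pre to Mid (standard error 0.67, FDR 7.07e-06) and −5.97 from the Mid to Post (standard error 0.72, FDR 5.96e-07, edgeR). Every Mid library lay above every Pre and every Post library (exact permutation test, two-sided, p = 0.00202, the smallest p that 8 against 4 allow). *Hmox1* rose from 5.84 ± 1.24 TPM (SD, n = 4) to 140 ± 206 TPM (SD, n = 8), with 633 TPM in Mid 5 alone, and its log2 fold change from the Pre to Mid was 4.59 (FDR 0.000163), or 3.65 without Mid 5. The metallothionein gene *Mt2* rose from 20.3 ± 5.74 to 426 ± 354 TPM and fell back to 17.0 ± 3.40 TPM. *Pdk4*, a kinase gene that limits glucose oxidation, had the higher level, rising from 437 ± 95.7 to 4553 ± 1358 TPM (log2 fold change 3.42, FDR 2.05e-08), and ranked 8 of 1,132 by the sum. *Slc30a2* had a promoter at 134343201 on chromosome 4 that rose from the Pre to Mid (log2 fold change 3.86, FDR 3.73e-06) and a promoter at 134344013 that did not change detectably in this comparison (0.42, FDR 0.157). The latter was the more active one in the Pre group, with 4.76 ± 0.938 against 0.542 ± 0.169 TPM (SD, n = 4). In the Mid group the levels of both overlapped, from 3.29 to 7.92 TPM at 134344013 and from 1.51 to 22.4 TPM at 134343201, with the highest in Mid 5.
Among the down-regulated reversible promoters, the sum was largest for *Angptl8* (−9.67), *Acaca* (−8.20), *Fasn* (−6.41), *Tnk2* (−5.91) and *Mchr1* (−5.76). *Angptl8* (chromosome 9, 21835404 to 21835596) fell from 2.43 ± 0.820 TPM to 0.0828 ± 0.0778 TPM, which is between 0 and 6 tags per Mid library, and returned to 2.75 ± 2.63 TPM. The fatty acid synthesis genes *Fasn* and *Acaca* fell from 84.6 ± 37.4 to 9.37 ± 7.41 TPM and from 14.9 ± 6.61 to 0.910 ± 1.03 TPM, with the highest level of both in the Mid group in Mid 1, where adipocyte genes such as *Adipoq* were also highest. In the Pre group, *Fasn* and *Adipoq* were both highest in Pre 1 and lowest in Pre 3. RNA of adipocytes on the muscle therefore stays open as a source of part of the *Fasn* level. *G0s2* fell from 240 ± 73.2 to 34.1 ± 12.1 TPM and ranked 6 of 1,108. No cluster lay within 500 bp of a 5′ end of *Sqle*, which was not analysed here. For the 5 genes named first in either direction, the calls from the Pre to Mid and from the Mid to Post held in each of the 28 fits that left out 1 library.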

Finally, every DE promoter was ranked in the order of the total fold-change, which was the sum of the fold-changes in both the Pre to Mid and the Mid to Post (Fig. 1h, i). 

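In experiment #2, 573 promoters were up-regulated and 480 down-regulated from the Pre to Mid, and 836 were up-regulated and 936 down-regulated from the Mid to Post. Of the 1,053 promoters that changed from the Pre to Mid in experiment #2, 884 (84.0%, 95% Wilson interval 81.6 to 86.0%) also changed in the same direction in experiment #1. From the Mid to Post it was 1,485 of 1,772 (83.8%, interval 82.0 to 85.4%). Both intervals treat promoters as independent, which they are not, and do not measure the spread between batches of mice. None changed significantly in opposite directions in the 2 experiments. Taken over the longer lists of experiment #1, the shares were 27.2% of 3,253 and 39.4% of 3,771 promoters. The log2 fold changes of the promoters called in experiment #1 had the same sign in experiment #2 for 94.0% of promoters from the Pre to Mid and 93.6% from the Mid to Post. Across these promoters, which are not independent of each other, Pearson's r between the experiments was 0.93 and 0.92. Across all 10,773 promoters with values in both experiments it was 0.46 and 0.65. A test of the interaction in the 19 libraries of the Pre and Mid groups asked whether the Pre to Mid change differed between the experiments. It called 0 of 10,818 promoters at an FDR below 0.05 and 515 (4.76%) at an unadjusted p below 0.05. With lane as a term in the model of experiment #2, an alternative chosen after seeing the data, 412 promoters were up-regulated and 352 down-regulated from the Pre to Mid, and 148 and 337 from the Mid to Post.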

To note, the reproducibility of this analysis was tested by comparing experiments #1 to #2, and in Pre to Mid and Mid to Post comparisons, the DE genes overlapped 80.17% and 76.82%, respectively.

Within the reversible promoters, to exclude the ones resulting from the direct effect of starvation and not the low metabolism, we further analyzed the transcriptomic profile of mouse muscles under several conditions designed to prevent the animal from entering torpor.

### Torpor prevention at high ambient temperature revealed hypometabolism-associated mRNA isoforms formed by alternative promoter usage

Torpor can be induced by removing food for 24 h only when the animal is placed in a relatively low ambient temperature (*T*_*A*_). We have shown that B6J mice enter torpor at a rate of 100% from the *T*_*A*_ of 12–24 °C^4^ and that confirmed that some animals do not enter torpor at *T*_*A*_ of 28 °C (Supplementary Fig. 2a). We further tested whether the animals could enter torpor at *T*_*A*_ of 32 °C (Supplementary Fig. 2b). In this warm condition, even if the animals were starved for 24 h, they did not enter torpor, possibly due to the lack of heat loss compared to animals at lower *T*_*A*_s. Taking these two requirements into account, fasting and low *T*_*A*_, we designed two torpor-preventive conditions and compared the expression in the muscles under these conditions to that under the ideal torpor state (Fig. 2a). One is a high *T*_*A*_ (HiT) environment, and the other is a non-fasted (Fed) condition. Both conditions prevented the animals from inducing torpor because one of the two essential requirements was lacking. 

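Soleus muscles were taken from 4 HiT mice, fasted at a *T*_*A*_ of 32 °C, and from 4 Fed mice, which kept their food at a low *T*_*A*_. They were compared with the same 8 Mid mice, so the HiT to Mid and the Fed to Mid comparisons share their Mid libraries. The sample labels call the Fed mice starved, and the record's design text gives food to the HiT mice. The groups are used here as the paper describes them. Libraries were placed on a scale by 788 promoters that changed from the Pre to Mid and from the Mid to Post in experiment #2. On it the Pre and Post libraries of experiment #1 have a mean of 0 and the Mid libraries a mean of 1. The Fed libraries stood between −0.016 and 0.0895 and the HiT libraries between 0.678 and 0.817. This argues against starved Fed mice and, less directly since temperature also differed, against fed HiT mice. The 4 HiT libraries had between 28416006 and 30003804 tags in promoter clusters (median 29605780). The 4 Fed libraries varied most, between 18257657 and 39176649 tags (median 28311059). The clusters held 93.9 to 95.5% of the tags of these libraries. Their counts were part of the fit of 28 libraries, and positive log2 fold changes mean a higher level in the Mid group.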

We then compared the tissue from these conditions to the ideal torpid tissue from fasting animals at a low *T*_*A*_ and obtained the transcripts that were differentially expressed from torpor in each non-torpor condition. The expression differences shared in these two experiments would be those affected by both low *T*_*A*_ and fasting, and therefore would be the essential expressions for active hypometabolism, hereafter defined as hypometabolic promoters. One aspect to note is that either 24-h fasting or low *T*_*A*_ is an essential factor in this experiment setup, but in other environments, such as in lower *T*_*A*_ or longer fasting, removing the factors may not prevent torpor. Therefore, the hypometabolic factors will include the most genes related to torpor, but it still includes a fraction of genes that are related only to hunger or low *T*_*A*_.

**Fig. 2:**
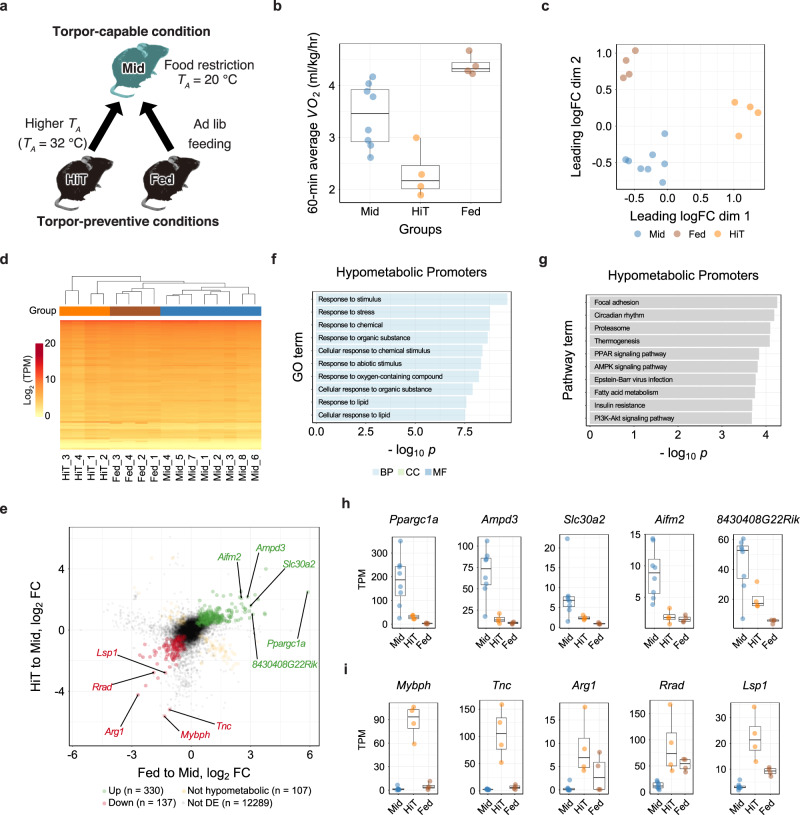
Torpor Prevention at high *T*_*A*_ Revealed Hypometabolism-associated Promoters. **a** Protocol for detecting the hypometabolic expression by sampling muscles from two groups in which torpor was prevented (HiT and Fed groups, *n* = 4 for each). For the torpid group, the samples collected in the reversibility test were used (Mid group, *n* = 8). **b** Boxplots for the *VO*_*2*_ of animals at sampling in the hypometabolic experiment. Each dot represents one sample from one animal. During torpor prevention by high-*T*_*A*_ (HiT group), the *VO*_*2*_ was lower than in the Mid group, and when torpor was prevented by food administration (Fed group), *VO*_*2*_ was higher than in the Mid group. **c** MDS plot of the TSS-based distance in the hypometabolic experiment. Each dot represents one sample from one animal. The Mid, Fed, and HiT groups were clustered separately. **d** Hierarchical clustering heatmap based on TPM of the TSS detected in the hypometabolic experiment. The group colors are denoted in (**c**). **e** Distribution of CAGE clusters according to the fold-change in TPM of the HiT to Mid and Fed to Mid groups. The top five up- and down-regulated hypometabolic promoters that had annotated downstream genes are shown. **f** The top ten enriched GO terms in the hypometabolic promoters. **g** The top ten enriched KEGG pathways in the hypometabolic promoters. **h**, **i** The top five up- and down-regulated hypometabolic promoters are ordered according to the magnitude of the TPM change. Promoters that had annotated downstream genes are shown.

We first compared the *VO*_*2*_ in the HiT and Fed groups against the Mid group (Fig. 2b). Even though both groups had no animals entering torpor, the HiT group showed a lower *VO*_*2*_ while the Fed group showed a higher metabolism. Due to the food availability, the Fed group showed high RQ compared to the Mid and HiT groups (Supplementary Fig. 2c). Next, we compared the expression profile acquired from the CAGE analysis of tissues from both groups. The MDS plot and hierarchical clustering showed that the Mid, Fed, and HiT groups consisted of independent clusters (Fig. 2c, d). This finding indicated that the expressions during torpor (Mid group) were distinct from those during starvation alone (HiT) or at low *T*_*A*_ alone (Fed).

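A Mid and a HiT library lay 2.73 apart on average, against 1.80 within the groups, and a Mid and a Fed library lay 2.68 apart, against 1.90 within the groups. Both differences, 0.93 and 0.78, were the largest of the 495 divisions of the libraries into 8 and 4 (exact permutation test, one-sided, p = 0.00202, the smallest possible). The HiT and Fed libraries were farther from each other than either was from the Mid libraries, at 3.37 between and 2.04 within the groups (exact permutation test over 70 divisions, one-sided, p = 0.0286, the smallest possible). With all promoters in the distances, the same divisions were again the largest, and the 3 differences shrank to 0.25, 0.21 and 0.35. From this separation, the paper reasons that expression during torpor is distinct from that under starvation alone or low *T*_*A*_ alone.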

To extract the hypometabolic state–associated promoters, we performed the DE analysis (Fig. 2e) between the HiT to Mid and the Fed to Mid. 

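From the HiT to Mid, 2,070 promoters were up-regulated and 2,352 down-regulated, with median absolute log2 fold changes of 0.44 and 0.50. From the Fed to Mid, 1,788 were up-regulated and 2,009 down-regulated, with medians of 0.42 and 0.51. In all, 1,752 promoters changed in both comparisons, and 375 of them moved in opposite directions. Comparisons that share their Mid libraries are positively correlated even without any effect, at 0.33 on average in the 40 simulations without differences. The observed correlation across promoters between the HiT to Mid and the Fed to Mid fold changes was 0.07. Without TMM, the Fed to Mid comparison became uneven, with 509 up-regulated and 1,672 down-regulated promoters. The median log2 fold change of all promoters was then −0.12, against 0.00 with TMM.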

CAGE clusters up-regulated in both the HiT to Mid and the Fed to Mid were those that were up-regulated during torpor regardless of the initial condition, i.e., warm *T*_*A*_ or no fasting (green dots in Fig. 2e). There were 330 of these up-regulated hypometabolic promoters from a total of 12,862. On the other hand, 137 CAGE clusters that were down-regulated in both the HiT to Mid and the Fed to Mid, were promoters that were down-regulated regardless of the initial condition, and thus were the down-regulated hypometabolic promoters (red dots in Fig. 2e). 

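With an FDR below 0.05 in both comparisons and a higher level in the Mid group in both, 686 promoters of 596 genes were up-regulated hypometabolic promoters among the 10,776 tested. Simulated groups without differences gave 0 hypometabolic promoters in either direction. At an unadjusted p below 0.05 they gave 68.1 on average (51 to 87), against 1,898 in the data. The number of up-regulated hypometabolic promoters was 427 when only the compared groups entered each fit and 213 without TMM. It ranged from 553 to 955 when single libraries were left out, with the highest number without Mid 6.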

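In the other direction, 691 promoters of 667 genes had a lower level in the Mid group than in both the HiT and the Fed groups. Of these, 142 also belonged to a set of 718 promoters that were higher in the HiT group than in each of the other 5 groups of experiment #1. Without TMM there were 344 down-regulated hypometabolic promoters, and leaving out single libraries gave between 523 and 737.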

The enrichment analyses of GO terms and KEGG pathways were performed (Fig. 2f, g), and the motifs enriched in the hypometabolic promoters were also analyzed (Supplementary Fig. 2d, e). The top five promoters that had annotated genes nearby are listed as up- and down-regulated hypometabolic promoters in Fig. 2h, i, respectively.

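Among the up-regulated hypometabolic promoters with an annotated gene, the sums of the log2 fold changes were largest for *Ppargc1a* (8.34), *Lrch1* (5.39), *Slc39a14* (5.17), *Ampd3* (4.97) and *Aifm2* (4.77). *Ampd3*, an AMP deaminase gene with its promoter at 110772529 to 110772962 on chromosome 7, had 68.9 ± 27.8 TPM (SD, n = 8) in the Mid group, 14.6 ± 5.02 TPM (SD, n = 4) in the HiT group and 10.2 ± 1.17 TPM (SD, n = 4) in the Fed group. Its log2 fold change was 2.13 from the HiT to Mid (standard error 0.25, FDR 2.48e-07) and 2.84 from the Fed to Mid (standard error 0.27, FDR 6.07e-08, edgeR). *Aifm2* had 8.86 ± 3.98 TPM in the Mid group against 1.90 ± 1.05 in the HiT and 1.55 ± 0.529 in the Fed group. The promoter of *8430408G22Rik* ranked 11 of 608. Its change from the HiT to Mid was 1.00 (FDR 0.014) and was no longer significant without HiT 2 (FDR 0.0591) or with only the compared groups in the fit (FDR 0.0677), in a range from 0.000136 to 0.0677 over the alternatives.
Among the down-regulated hypometabolic promoters, the sums were largest for *Arg1* (−7.64), *Ccl2* (−6.96), *Tnc* (−6.35), *Prkg1* (−6.02) and *Aif1* (−5.52). All had their highest mean in the HiT group. *Tnc*, which encodes the matrix protein tenascin C, had 105 ± 46.6 TPM (SD, n = 4) in the HiT group, 6.87 ± 4.00 TPM (SD, n = 4) in the Fed group and 2.89 ± 0.761 TPM (SD, n = 8) in the Mid group. Its log2 fold changes were −5.24 (FDR 5.48e-13) and −1.11 (FDR 0.00345). *Arg1* fell from 8.97 ± 6.23 TPM in the HiT and 3.40 ± 3.95 TPM in the Fed group to 0.381 ± 0.739 TPM in the Mid group. Its change from the Fed to Mid, −3.09 (FDR 0.0194), rested on Fed 2, without which it was −2.01 (FDR 0.179, in a range from 0.00104 to 0.179 over the alternatives). *Ccl2* changed by −5.22 (FDR 2.94e-08) from the HiT to Mid and by −1.74 (FDR 0.016) from the Fed to Mid. The latter was −1.40 without Fed 3 and no longer significant (FDR 0.0758, in a range from 0.00668 to 0.0758). *Mybph* fell from 88.2 ± 21.3 TPM in the HiT group to 1.74 ± 2.08 TPM in the Mid group (log2 fold change −5.77, FDR 1.67e-08). Its change from the Fed to Mid, −1.45, did not pass the threshold (FDR 0.0622) except without Mid 2 (−2.12, FDR 0.00332), without Fed 3 (−1.82, FDR 0.0179) and in 2 other alternatives, in a range from 0.00332 to 0.477. *Rrad* ranked 8 of 673 and *Lsp1* 422 of 673. The levels of *Lsp1* were 11.7 ± 1.68 TPM in the Mid, 16.3 ± 5.43 TPM in the HiT and 16.4 ± 1.59 TPM in the Fed group. Without Fed 1, its change from the Fed to Mid was −0.31 (FDR 0.0567, in a range from 0.00218 to 0.0567), against −0.40 (FDR 0.00828) with it.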

These results showed that considerable numbers of genes are specifically involved in the active hypometabolic process and independent from either hunger or cold responses. One of these genes, *Ppargc1a*, which was found at the top of the up-regulated hypometabolic promoters, was also found at the top of up-regulated reversible promoters (Fig. 1h). Such a gene is a good candidate for a torpor-specific gene because it belongs to both the reversible and the hypometabolic groups in this study. Therefore, we next merged the results of the reversible and the hypometabolic promoters to specify the torpor-specific promoters and elucidate the fundamental transcriptional network of active hypometabolism in peripheral tissues.

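The *Ppargc1a* promoter had 30.1 ± 8.84 TPM (SD, n = 4) in the HiT group and 3.23 ± 2.28 TPM (SD, n = 4) in the Fed group. The Mid libraries ranged from 25.9 to 351 TPM. The log2 fold change was 2.46 from the HiT to Mid (standard error 0.57, FDR 0.00129) and 5.89 from the Fed to Mid (standard error 0.71, FDR 9.72e-07, edgeR). Every Mid library lay above every Fed library (exact permutation test, two-sided, p = 0.00202, the smallest possible). The HiT libraries, from 22.3 to 38.4 TPM, overlapped only with Mid 6, at 25.9 TPM, and the other Mid libraries lay at 78.3 TPM or more (exact permutation test, two-sided, p = 0.00808). When single libraries were left out, the log2 fold change stayed between 2.21 and 2.64 from the HiT to Mid and between 5.61 and 6.36 from the Fed to Mid. From its place in both the reversible and the hypometabolic groups, the paper reasons that *Ppargc1a* is a good candidate for a torpor-specific gene.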

### Identification of torpor-specific promoters and their dynamics

Our analyses on two essential torpor characteristics, i.e., reversibility and hypometabolism, revealed that the skeletal muscle of torpid mice has a specific transcriptomic pattern (Figs. 1 and 2). Combining these results, we obtained torpor-specific expressed promoters, defined as the intersection of the reversible and the hypometabolic promoters. We found 226 up-regulated and 61 down-regulated torpor-specific promoters (Fig. 3a). 

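The intersection held 434 up-regulated promoters of 374 genes and 390 down-regulated promoters of 378 genes. Simulations without any difference between groups gave 0 torpor-specific promoters at the FDR threshold. At an unadjusted p below 0.05 they gave 5.5 on average (1 to 12), against 1,177 in the data. Without TMM the intersection held 170 up-regulated and 161 down-regulated promoters, and with upper-quartile scaling 374 and 504. With single libraries left out, the up-regulated promoters numbered between 353 and 647 and the down-regulated ones between 300 and 483, with the highest numbers without Mid 6. Of the 390 down-regulated promoters, 52 were higher in the HiT group than in each other group.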

The top five promoters ordered according to the sum of the fold-change observed in the two groups (reversible and hypometabolic promoters) are shown in Fig. 3b, c. 

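Summed over the 4 comparisons in the direction of the change, the log2 fold changes of the up-regulated torpor-specific promoters with an annotated gene were largest for *Ppargc1a* (19.09), *Slc39a14* (13.79), *Lrch1* (13.50), the *Slc30a2* promoter at 134343201 (12.56) and *Pde4d* (12.54). *Slc39a14*, which encodes a zinc and iron transporter, had 7.32 ± 3.04 TPM (SD, n = 8) in the Mid group and 3.18 ± 2.12 TPM (SD, n = 4) in the HiT group. The log2 fold change from the HiT to Mid was 1.16 (FDR 0.016), and the call was lost without HiT 2 (FDR 0.0679) or HiT 4 (FDR 0.0525), in a range from 0.00253 to 0.0679 over the alternatives. *Lrch1* had 19.2 ± 7.03 TPM in the Mid group and a mean between 1.04 and 4.49 TPM in the Pre, Post, HiT and Fed groups. *Pde4d*, a phosphodiesterase gene, had 63.5 ± 28.1 TPM in the Mid group and 29.7 ± 12.3 TPM in the HiT group. Its change from the HiT to Mid was 0.98 (FDR 0.0388) and was no longer significant when Mid 5, Mid 7, Mid 8, HiT 1, HiT 2 or HiT 4 was left out. Without HiT 2 it was 0.85 (FDR 0.121, in a range from 0.00702 to 0.121). *Ampd3*, *Arrdc2* and *8430408G22Rik* ranked 6, 7 and 8 of 385. *Arrdc2* rose to 40.4 ± 15.4 TPM in the Mid group from means between 4.82 and 8.55 TPM in the Pre, Post, HiT and Fed groups.
Among the down-regulated torpor-specific promoters the sums were largest for *Tnk2* (−10.28), *Prkg1* (−9.95), *Aif1* (−9.49), *Sec14l5* (−9.48) and *Rrad* (−9.10). *Tnk2*, a tyrosine kinase gene (chromosome 16, 32661119 to 32661331), fell to 2.11 ± 1.22 TPM (SD, n = 8) in the Mid group from 16.9 ± 1.89 TPM in the Pre, 17.5 ± 1.89 TPM in the Post, 6.50 ± 2.35 TPM in the HiT and 14.5 ± 3.79 TPM in the Fed group (SD, n = 4 each). *Rrad* fell to 12.8 ± 6.56 TPM from group means between 52.6 and 89.2 TPM. *Myod1*, which encodes a muscle transcription factor, ranked 7 of 380. It fell to 3.84 ± 2.51 TPM in the Mid group from 18.9 ± 2.26 TPM in the Pre and 12.8 ± 4.21 TPM in the HiT group. *Hdac9* and *Itgb6* ranked 9 and 14 of 380. Their log2 fold changes from the Pre to Mid were −1.99 and −2.02.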

Remarkably, “protein binding” in the molecular function category in the GO terms was listed in the top ten enriched GO terms (Supplementary Fig. 3a). This group includes various protein-binding gene products, including transcription factors. To highlight the predominant transcriptional pathway related to torpor, we ran an enrichment study of KEGG pathways with the torpor-specific promoters. We obtained 13 pathways that showed statistically significant enrichment (Supplementary Fig. 3b). In particular, the mTOR pathway, which includes various metabolic processes related to hibernation and starvation, was identified. Furthermore, we analyzed the enriched motifs in the torpor-specific promoters (Supplementary Fig. 3c, d) and found 131 significantly enriched motifs out of 579 motifs registered in JASPAR 2018^29^.

**Fig. 3:**
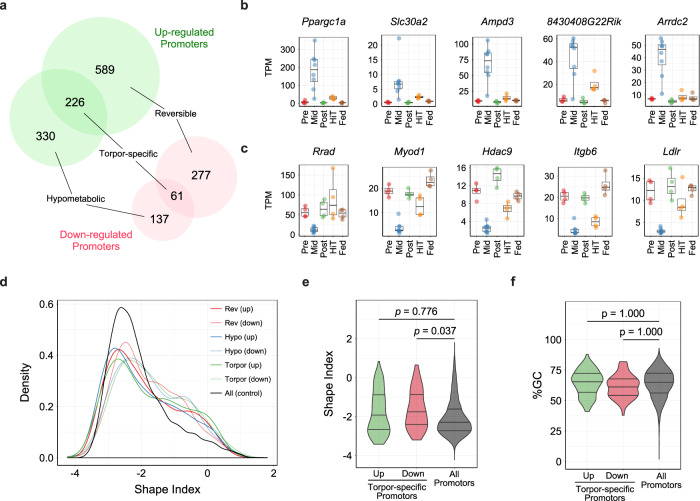
Identification of Torpor-specific Promoters and their Dynamics. **a** Torpor-specific promoters were defined by the intersection of reversible and hypometabolic promoters. Up-regulated torpor-specific promoters (*n* = 226), which were CAGE clusters that were highly expressed exclusively during torpor, were at the intersection of the up-regulated reversible (*n* = 589) and hypometabolic promoters (*n* = 330). Down-regulated torpor-specific promoters (*n* = 61), which were CAGE clusters that were highly suppressed exclusively during torpor, were at the intersection of down-regulated reversible (*n* = 277) and hypometabolic promoters (*n* = 137). **b**, **c** Top five up-regulated (**b**) and down-regulated (**c**) torpor-specific promoters ordered according to the sum of the TPM change observed in the reversibility and hypometabolism experiments. Only promoters that had annotated downstream genes are shown. **d** Distribution of the SI of all of the mouse muscle promoters. An SI of 2 indicates a singleton-shaped CAGE TSS signal, and promoters with SI <−1 have a broad shape. e, f Distribution of the SI (**e**) or %GC (**f**) for torpor-specific promoters compared to all muscle promoters. The three horizontal lines inside the violin denote the 1st, 2nd, and 3rd quartile of the distribution from the upmost line.

CAGE analysis can detect TSSs at a single base-pair resolution, and therefore, it can be used to estimate the architecture of the promoter^30^. The shape index (SI) is one of the major indices used to evaluate promoter architecture^31^. “Narrow” promoters initiate transcription at specific positions, while “broad” promoters initiate transcription at more dispersed regions. It is widely accepted that the promoter shape differs among different tissues or conditions^32,33^. To detect promoter dynamics in the skeletal muscle under different metabolic conditions, we analyzed the promoter shape of each of the detected promoters in the reversible, hypometabolic, and torpor-specific groups (Fig. 3d). In the torpor-specific groups, the down-regulated promoters showed a significantly different shape when compared to all muscle promoters (Fig. 3e), while the GC richness did not show a difference (Fig. 3f).

The torpor-specific active promoters were identified through the expression changes in the natural cycle of FIT and two environmental cues which prevent the animals from entering FIT, namely feeding and high ambient temperature. To further narrow down causal promoters for FIT regulation, an adaptive method to prevent the animal entrance to FIT was introduced.

### *Atf3* is related to the regulation of FIT

The torpor-specific promoters we found may represent regulators both upstream and downstream of the torpor transcriptional network. To further elucidate the early events involved in torpor-specific metabolism in peripheral tissues, it was necessary to place the animal in a condition where it had an extreme tendency to enter torpor and compare the muscle gene expression with regular torpor entry. For this, we mimicked the classical technique, sleep deprivation, which is frequently used in basic sleep research^34,35^, and performed torpor deprivation by gently touching the animal. 

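The 4 torpor-deprived (Dep) mice were fasted like the Mid mice, touched to keep them out of torpor, and sampled at ZT-22. Their libraries had between 23175690 and 28688487 tags in promoter clusters (median 25399850), which were 94.9 to 95.6% of all tags. They were compared with the 8 Mid libraries in the fit of experiment #1, and positive log2 fold changes mean a higher level in the Dep group. Because the Mid libraries also serve in the 4 comparisons that define torpor-specific promoters, chance alone tilts the Mid to Dep changes against the direction of those comparisons.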

All of the torpor-deprived animals showed a similar metabolism level to the metabolically non-torpid animals in the Mid-torpor group (Fig. 4a). Furthermore, the transcriptome profile in the muscles from torpor-deprived animals did not show a clear difference from Mid-torpor animals in MDS plots (Fig. 4b). 

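A Mid and a Dep library lay 1.83 apart on average, and libraries of the same group lay 1.80 apart. The difference of 0.02 was within what divisions of these libraries into 8 and 4 give by chance (exact permutation test over 495 divisions, one-sided, p = 0.337, where the smallest possible p is 0.00202). With the 1000 promoters that differ most or with all promoters, p was 0.295 and 0.255.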

When compared to Mid-torpor muscles, the torpor-deprived muscles had 45 up- and 27 down-regulated promoters (Fig. 4c). Among these 72 torpor-deprivation-specific promoters, one promoter starting at the minus strand of chromosome 1: 191217941, namely the promoter of the activating transcription factor 3 (*Atf3*) gene, was also found in the torpor-specific promoters (Fig. 4d). 

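In these counts, 125 promoters of 118 genes were up-regulated and 94 promoters of 92 genes were down-regulated from the Mid to Dep at an FDR below 0.05. At an unadjusted p below 0.05 there were 987 and 1,077. The numbers depended on the setting more than those of the other comparisons did. They were 2 and 0 when only the Mid and Dep groups entered the fit, and 245 and 234 with DESeq2. They fell to 75 and 50 without Dep 1 and to 35 and 11 without Dep 2, and rose to 191 and 166 without Mid 6.
The promoters of *Camp*, *Ngp*, *S100a9*, *S100a8* and *Hist1h2ah* had the largest increases among those with an annotated gene, and all rested on Dep 1. *Camp*, which encodes an antimicrobial peptide of neutrophils (chromosome 9, 109849398 to 109849515), had 1603 tags in Dep 1, 0 in the other 3 Dep libraries and between 0 and 4 in the Mid libraries. *Ngp* had 678 tags in Dep 1, 0 in the other 3 Dep libraries and between 0 and 2 in the Mid libraries. *S100a8* had 6.16 ± 11.5 TPM (SD, n = 4) in the Dep group and 0.234 ± 0.156 TPM (SD, n = 8) in the Mid group. Its log2 fold change was 4.82 (FDR 0.00345), or 0.90 (FDR 0.370) without Dep 1. For *S100a9*, the change was 5.12 (FDR 0.0075), or 0.33 (FDR 0.852) without Dep 1. *Hist1h2ah*, a histone gene with near-identical copies among which tags cannot be assigned with certainty, changed by 2.73 (FDR 0.0267), or by 0.17 (FDR 0.884) without Dep 1. Over the alternatives, these FDRs ran from 4.36e-06 to 0.370 for *S100a8*, from 0.000168 to 0.852 for *S100a9* and from 0.0022 to 0.884 for *Hist1h2ah*.
The largest decreases were those of *Arrdc2* (−1.33), *Mafa* (−1.31), the *Fam214a* promoter at 74976118 (−1.13), *Gm10762* (−0.90) and *Gata2* (−0.88). *Arrdc2* fell to 15.5 ± 9.91 TPM in the Dep group (FDR 0.0322). The clock-related gene *Tef* fell from 58.4 ± 14.6 to 30.3 ± 12.3 TPM (−0.88, FDR 0.0163) and ranked 6 of 92. The *Fam214a* promoter at 74976118 fell from 22.1 ± 9.02 to 9.61 ± 4.57 TPM, while the more active one at 74952911 did not change detectably (−0.21, FDR 0.441). *Chac1* fell from 39.3 ± 19.7 to 16.0 ± 4.46 TPM (−1.18, FDR 0.0827). *Gm10800*, a predicted gene whose tags can map to several places and are therefore uncertain, fell from 54.0 ± 41.4 to 18.7 ± 1.19 TPM (−1.41, FDR 0.147). Neither passed the threshold. *Chac1* passed it without Mid 6 (FDR 0.0101), in a range from 0.0101 to 0.277 over the alternatives. Conversely, the decreases of *Arrdc2*, *Mafa*, *Fam214a*, *Gata2* and *Tef* no longer passed it without Dep 2, where they were −1.12, −1.12, −0.97, −0.82 and −0.81, or without Dep 4, where they were −1.23, −1.20, −1.01, −0.78 and −0.76. The call of *Mafa* (FDR 0.0476) was lost in 18 of the 28 fits that left out 1 library, that of *Arrdc2* in 5, also without Mid 2, Mid 3 or Dep 1, that of *Gata2* in 4, also without Mid 2 or Dep 1, and that of *Fam214a* in 3, also without Mid 3. With only the Mid and Dep groups in the fit, or without TMM, none of the decreases named here passed it.

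**Figure D1:**
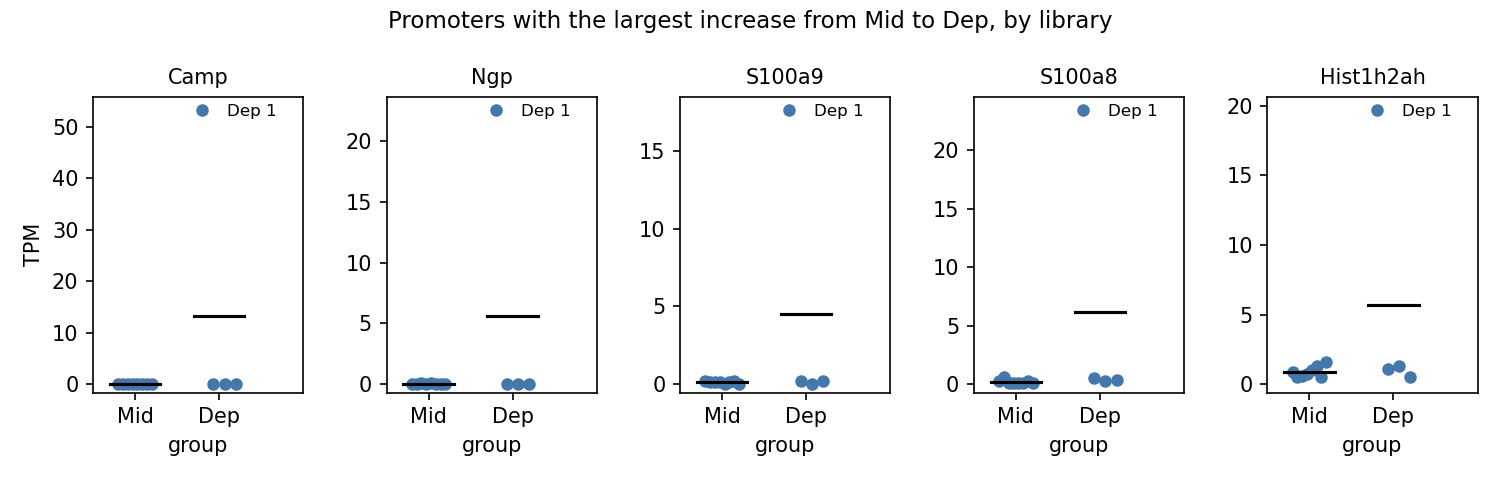
Level in TPM of the promoters of *Camp*, *Ngp*, *S100a9*, *S100a8* and *Hist1h2ah* in the 8 Mid and 4 Dep libraries of experiment #1, with a point per library and a bar at the mean. Dep 1 stands alone at 53.2 TPM for *Camp*, 22.5 TPM for *Ngp*, 17.6 TPM for *S100a9*, 23.4 TPM for *S100a8* and 19.7 TPM for *Hist1h2ah*.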

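The table lists 2 clusters of *Atf3* on the minus strand of chromosome 1. The one named for position 191217941 spans 191217868 to 191218088, and the one named for position 191183255 spans 191183140 to 191183262. Both lie within 500 bp of an annotated 5′ end of *Atf3*, and the cluster at 191217941 is the upstream one, since the gene reads towards lower coordinates. Of the 219 promoters that changed from the Mid to Dep, 27 were also torpor-specific. In all but 2 of them the change from the Mid to Dep ran against the torpor-specific change, with 12 up-regulated torpor-specific promoters lower and 13 down-regulated ones higher in the Dep group. The other 2 were up-regulated in torpor and increased further in the Dep group. These were the *Atf3* promoter at 191183255 and the promoter of the predicted gene *Gm15446* (log2 fold change 1.14 from the Pre to Mid and 0.86 from the Mid to Dep, FDR 0.0270), which is named here because of its values. Because the comparisons share their Mid libraries, opposite directions are the more common outcome even without any effect, with a mean correlation between the Pre to Mid and the Mid to Dep changes of −0.33 in the simulations, against −0.20 in the data.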

*Atf3* has two documented promoters^36^. This study detected the canonical promoter as a torpor-specific promoter and an up-regulated promoter in a torpor deprived animal. 

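The *Atf3* promoter at 191183255, the downstream one of the pair, was the torpor-specific one in these counts. It had 7.25 ± 2.38 TPM in the Pre group, 16.5 ± 6.12 TPM in the Mid group and 5.58 ± 0.919 TPM in the Post group (SD, n = 4, 8 and 4). It had 9.03 ± 3.72 TPM in the HiT and 8.41 ± 2.99 TPM in the Fed group (SD, n = 4 each). The log2 fold changes were 1.25 from the Pre to Mid (FDR 0.00051), −1.56 from the Mid to Post (FDR 4.16e-05), 0.77 from the HiT to Mid (FDR 0.0135) and 1.06 from the Fed to Mid (FDR 0.0018). From the Mid to Dep it rose further, to 28.0 ± 7.98 TPM (SD, n = 4), a log2 fold change of 0.88 (standard error 0.23, FDR 0.0427, edgeR). The Mid libraries ranged from 7.41 to 28.8 TPM and the Dep libraries from 18.6 to 38.1 TPM (exact permutation test, two-sided, p = 0.0182). The direction of this last change held in every fit that left out 1 library, with log2 fold changes between 0.78 and 1.03. The FDR was above 0.05 in 13 of these 28 fits, among them those without Dep 2 (0.124), Dep 3 (0.0782) or Dep 4 (0.150), and over the alternatives it ran from 0.0103 to 0.368, with the highest value without TMM. The change from the HiT to Mid was 0.64 (FDR 0.0659, in a range from 0.00341 to 0.0659) without HiT 2. From its place among the promoters changed by torpor and by torpor deprivation, the paper proposes ATF3 as a candidate factor correlated with the need to enter torpor.

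**Figure D2:**
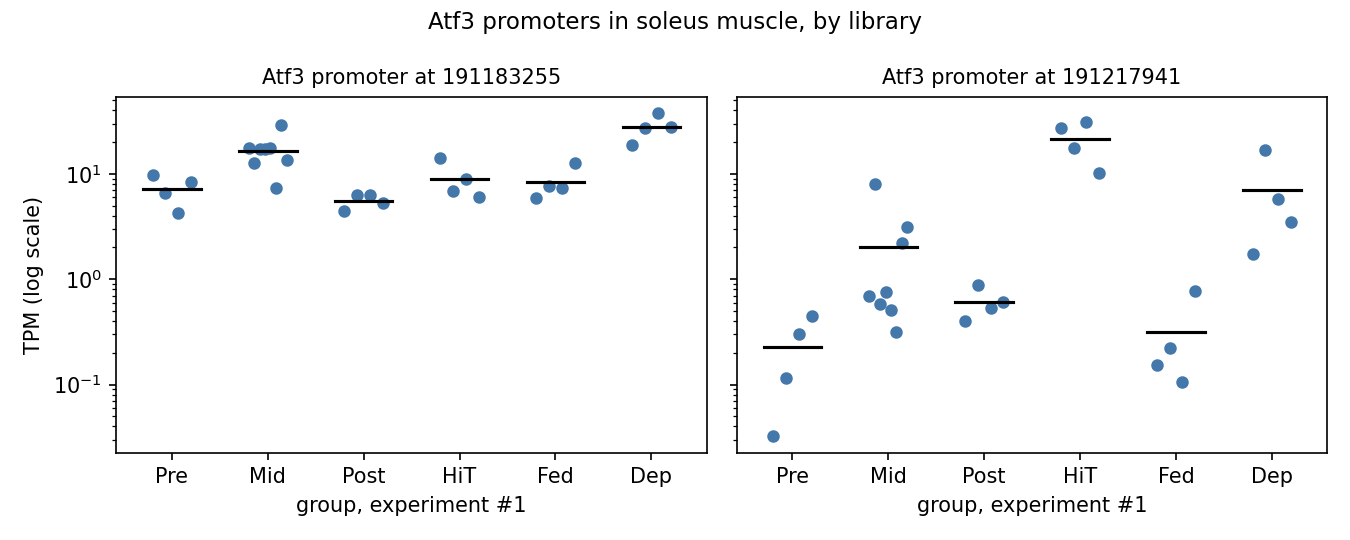
Level in TPM, on a logarithmic axis, of the *Atf3* promoters at 191183255 and 191217941 in the libraries of the Pre, Mid, Post, HiT, Fed and Dep groups of experiment #1, with a point per library and a bar at the group's mean. The promoter at 191183255 has its highest means in the Mid (16.5 TPM) and Dep (28.0 TPM) groups, and the promoter at 191217941 has its highest mean in the HiT group (21.4 TPM).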

Transcripts from the other promoter located 34.7 kbp upstream from the canonical promoter did not change significantly in this study. 

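The upstream *Atf3* promoter at 191217941 had 0.225 ± 0.188 TPM in the Pre group, 2.03 ± 2.63 TPM in the Mid group and 0.609 ± 0.206 TPM in the Post group (SD, n = 4, 8 and 4). Its level was 21.4 ± 9.35 TPM in the HiT group and 0.314 ± 0.310 TPM in the Fed group (SD, n = 4 each). The change from the Pre to Mid, 3.27 (standard error 0.93, FDR 0.00898), and that from the Fed to Mid, 2.67 (FDR 0.0163), passed the threshold. The change from the Mid to Post, −1.77, did not (FDR 0.0831), except with all 38 libraries fitted together (−2.62, FDR 0.00590). From the HiT to Mid the promoter fell by 3.47 on the log2 scale (FDR 7.88e-05). All 4 HiT libraries lay above all 8 Mid libraries (exact permutation test, two-sided, p = 0.00202). In the Dep group it had 6.96 ± 6.80 TPM (SD, n = 4), a log2 fold change of 1.84 against the Mid group (standard error 0.62) that was not significant (FDR 0.112). Without Mid 2, which had 8.08 TPM, this change was 2.60 with an FDR of 0.0270, in a range of FDRs from 0.0270 to 0.566 over the alternatives. The change from the Fed to Mid was no longer significant without Fed 2 (2.55, FDR 0.0510) or Fed 3 (2.36, FDR 0.0523), in a range from 0.00157 to 0.0526.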

Surprisingly, the binding site of ATF3 was one of the motifs enriched in the torpor-specific promoters (Supplementary Fig. 4a). The ATF3 motif was found in 33 of 289 torpor-specific promoters, and the peak of the motif probability was 79 bp upstream of the TSS (Fig. 4e).

**Fig. 4:**
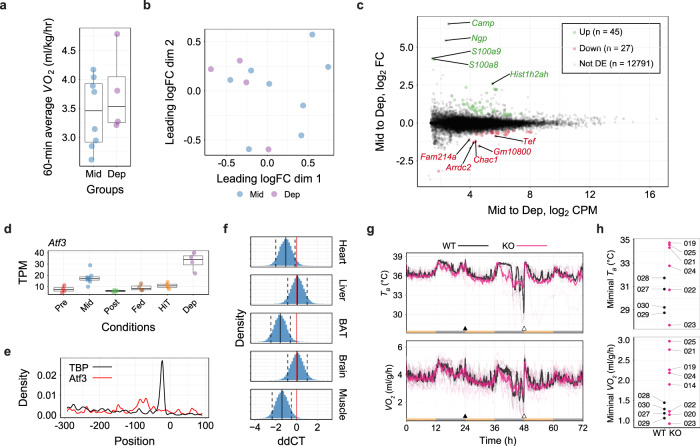
*Atf3* is related to FIT regulation. **a** Boxplots for the *VO*_*2*_ of animals at sampling in the torpor deprivation experiment. Each dot represents one sample from one animal. Torpor-deprived animals (Dep group, *n* = 4) did not show an apparent change in *VO*_*2*_ compared to the Mid group. **b** MDS plot of the TSS-based distance in the torpor-deprivation experiment. Each dot represents one sample from one animal. A clear separation between the Mid and Dep groups was not found in this analysis. **c** Distribution of CAGE clusters according to the mean TPM and the fold-change TPM of the Mid to Dep group. The top five up- and down-regulated torpor-deprivation-specific promoters that had annotated downstream genes are shown. **d** Among the torpor-specific up-regulated genes, *Atf3* was the only DE gene during torpor deprivation. **e** The motif probability of ATF3 and TBP in torpor-specific promoters. **f** Estimated ΔΔCT of *atf3* mRNA for each organ from normal to torpid condition. The black solid line and the dashed lines denote the median and the lower and upper 89% HPDI. The red line is drawn at zero. Heart, BAT, and the soleus muscle have lower CT during torpor, which indicates higher mRNA. See Supplementary Fig. 4b for raw CT counts. **g** The FIT phenotype of *Atf3*-KO mice (*n* = 8, pink lines) was compared to wildtypes (*n* = 4, black lines). The thick lines denote the average of either *T*_*B*_ or *VO*_*2*_ in each group, while thin lines show individual recordings. *Atf3*-KO have a tendency of higher metabolism during torpor compared to wildtypes. **h** The minimal *T*_*B*_ and *VO*_*2*_ during torpor were compared between *Atf3*-KO (pink) and wild-type mice (black). Two animals in the KO group failed to record body temperature due to equipment trouble. The three-digit numbers by the dots are the animal ID. Two KO lines, which showed higher metabolisms than wildtypes, ATF3-025, and ATF3-021, were selected for further evaluation.

To evaluate the functional universality of ATF3, the gene expression level was quantified at heart, liver, brown adipose tissue (BAT), brain, and soleus muscle during normal and FIT (Supplementary Fig. 4b). The heart, BAT and soleus muscle showed a significant increase in expression, while the liver and brain showed no difference (Fig. 4f). To test the systemic function of ATF3 during fasting-induced torpor, *Atf3* gene was knocked out by CRISPR/Cas9-mediated gene editing. The guide sequences targeting the 5′ and 3′ regions of the *Atf3* gene were designed to delete a 12.2-kb genomic region spanning three exons of *Atf3* on chromosome 1 (Supplementary Fig. 4c). The FIT phenotype of eight F0 siblings confirmed as *Atf3* KO mice were tested. All mice entered torpor but showed higher metabolism during FIT than controls (Fig. 4g, h). Two strains—ATF3-021 and 025—out of eight F0 *Atf3* KO mice were selected and crossed with wild-type animals to produce heterozygous KO mice. The four KO alleles segregated from these two lines are shown in Supplementary Fig. 4d. The F1 heterozygous KO mice holding the identical KO allele were crossed multiple times to obtain wildtype, heterozygous, and homozygous *Atf3* KO mice. Every strain was viable, and the growth was normal (Supplementary Fig. 4e). To evaluate the gene deletion effect of *Atf3* to FIT, both the minimal *T*_*B*_ and *VO*_*2*_ during torpor of the KO mice were compared to those of wild-type animals (Supplementary Fig. 4f). A Bayesian statistical model including the phenotype differences as parameters was designed, and the parameters were estimated from the observed data. Both heterozygous and homozygous ATF-021a KO were estimated to have higher *T*_*B*_ than wild-type mice (Supplementary Fig. 4g), although *VO*_*2*_ did not have any difference. Interestingly, 025b has shown lower *T*_*B*_ in heterozygous and homozygous strains with any differences in *VO*_*2*_.

We found that transcription factor ATF3, one of the torpor-specific genes at the soleus muscle, is highly expressed during torpor deprivation. When the gene is deleted systemically, we found two strains ATF3-021a and ATF3-025b showed shallower and deeper torpor phenotypes than wild-type animals. Collectively, the results suggest *Atf3* expression is related to the torpor phenotype, and lack of the gene changes the minimal *VO*_*2*_ during the FIT.

## Discussion

In this study, we identified 287 torpor-specific promoters in B6J mouse skeletal muscle (Fig. 3a). Specificity was assured by including both reversible and hypometabolic promoters (Figs. 1a, 2a). The results enabled us to identify likely metabolic pathways enriched during torpor (Supplementary Fig. 3b). Although skeletal muscle is not the core tissue in mitochondrial metabolism suppression during torpor^37^, the current study gained insight into transcriptional changes in muscles during daily torpor in mice.

The circadian rhythm was the most enriched KEGG pathway by torpor-specific promoters. The circadian clock is important in organizing metabolism and energy expenditure^38^. 

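At ZT-22 of each day, the *Per1* promoter (chromosome 11, 69095050 to 69095316) had 7.63 ± 2.71 TPM in the Pre group, 20.4 ± 4.66 TPM in the Mid group and 6.06 ± 2.47 TPM in the Post group (SD, n = 4, 8 and 4). The log2 fold change was 1.51 from the Pre to Mid (standard error 0.24, FDR 3.20e-05), 1.65 from the Fed to Mid (FDR 9.13e-06) and 0.61 from the HiT to Mid (standard error 0.22, FDR 0.0312, edgeR). The last of these was no longer significant without Mid 3, HiT 1, HiT 2 or HiT 4. Without HiT 4 it was 0.51 (FDR 0.1, the highest over the alternatives, of which the lowest was 0.00427). *Arntl* (chromosome 7, 113207414 to 113207632), which encodes BMAL1, had 37.2 ± 4.48 TPM in the Pre group, 49.1 ± 6.41 TPM in the Mid group and 23.4 ± 3.28 TPM in the Post group. It changed by 0.48 from the Pre to Mid (FDR 9.48e-05) and by −1.09 from the Mid to Post (FDR 1.48e-09). In the HiT group it had 33.4 ± 8.53 TPM and in the Fed group 42.4 ± 3.06 TPM (SD, n = 4 each). The changes from the HiT to Mid, 0.47 (FDR 7.77e-05), and from the Fed to Mid, 0.31 (FDR 0.00451), both passed the threshold. The latter did not pass it without TMM (FDR 0.368, in a range from 0.000686 to 0.368 over the alternatives), and neither did the change from the Pre to Mid (FDR 0.0626). The text of the paper gives no time of day for the sampling of the HiT and Fed mice. Whether their comparisons with the Mid group are matched for time, which matters for clock genes, was therefore not checked.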

In our study, the core circadian clock gene *Per1* was up-regulated torpor-specifically, and *Arntl1* was up-regulated during torpor but not included in the hypometabolism-associated promotors. Because *Per1* and *Arnlt1* are normally expressed in reversed circadian phases, our results in which both components were up-regulated together indicated that the circadian clock was disrupted in the skeletal muscle during torpor. Several past studies have focused on the central circadian clock of hibernation^39,40^ or the chronic effect of cold and hunger to the peripheral clock relative to the central clock^41^. However, little is known about the peripheral circadian clock in acutely fasted torpid animals. Thus, our results may provide evidence that the peripheral clock is disrupted at the entrance of active hypometabolism.

Similarities between fasting during hibernation or daily torpor and calorie restriction in non-hibernating mammals are reported^42^. During long-term torpor, such as in hibernating mammals, carbohydrate-based metabolism switches to lipid use. Many studies have suggested that the activation of AMPK is important in torpor induction^43–45^. However, another study demonstrated AMPK activation only in white adipose tissue, not in the liver, skeletal muscle, brown adipose tissue, or brain, during hibernation^46^. Our study corroborates the findings of Horman’s research by demonstrating no significant changes in the AMPK-encoding gene expression during torpor in skeletal muscle. 

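AMPK has a catalytic α and regulatory β and γ subunits. A promoter within 500 bp of an annotated 5′ end was found for 6 of the subunit genes, *Prkaa1*, *Prkaa2*, *Prkab1*, *Prkab2*, *Prkag1* and *Prkag3*. *Prkag2* had none and was not analysed here. From the Pre to Mid, 3 of the 6 promoters had an FDR below 0.05 over all promoters tested, and 3 when adjusted over the list alone. *Prkag1* fell from 38.4 ± 2.80 TPM (SD, n = 4) to 29.6 ± 3.88 TPM (SD, n = 8), a log2 fold change of −0.30 (standard error 0.06, FDR 0.0008, edgeR). *Prkaa1* fell by 0.35 on the log2 scale (FDR 0.0173), and *Prkag3*, with means of 3.52 TPM in the Pre and 1.70 TPM in the Mid group, fell by 0.95 (FDR 0.0336). Without TMM, the FDRs of *Prkag1* and *Prkaa1* rose to 0.0630 and 0.0577. That of *Prkaa1* was 0.0921 without Pre 1 and 0.0518 without Mid 8, in a range from 0.00706 to 0.0921. That of *Prkag3* was above 0.05 in 7 of the 28 fits that left out 1 library, with 0.115 without Pre 4 as the highest. *Prkaa2*, *Prkab1* and *Prkab2* did not change detectably from the Pre to Mid, with log2 fold changes of 0.01, −0.00 and 0.27 and FDRs of 0.967, 0.998 and 0.308. From the Mid to Post, only *Prkaa1* changed significantly (0.50, FDR 0.000753). It was thus the only reversible promoter of the list. *Prkag3* also changed from the Mid to Post when all 38 libraries were fitted together (0.81, FDR 0.00684, in a range up to 0.375), and *Prkag1* with upper-quartile scaling (0.20, FDR 0.0224, in a range up to 0.523). Both were then reversible. From the HiT to Mid and from the Fed to Mid, 3 promoters each had an FDR below 0.05 over all promoters, and 4 and 3 when adjusted over the list alone. *Prkab1* was lower in the Mid group in both comparisons (−0.40, FDR 0.000984, and −0.28, FDR 0.0205). *Prkaa2* was higher than in the HiT group (0.45, FDR 0.00656) and lower than in the Fed group (−0.38, FDR 0.0179). The others were *Prkag1* from the HiT to Mid (0.19, FDR 0.0210) and *Prkag3* from the Fed to Mid. *Prkaa1* from the HiT to Mid (−0.27, FDR 0.0515) passed the threshold with the likelihood ratio test (0.0498) and without Mid 1 (0.0395), Mid 5 (0.0212) or Mid 6 (0.0270), in a range from 0.0202 to 0.437. Without TMM neither change of *Prkab1* was significant (FDR 0.187 and 0.105), nor were that of *Prkag1* (0.132) and that of *Prkaa2* from the Fed to Mid (0.0607). Without Fed 1, the changes of *Prkab1* and *Prkaa2* from the Fed to Mid had FDRs of 0.0836 and 0.119. Over the alternatives, the FDRs ran from 0.000175 to 0.187 and from 0.00717 to 0.222 for *Prkab1*, from 0.00177 to 0.232 for *Prkaa2* from the Fed to Mid and from 0.00341 to 0.178 for *Prkag1*.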

Although, the enriched AMPK signaling pathway without AMPK expression bespeaks a complex nature of muscle transcription in daily torpor.

The PPAR-signaling pathway also regulates lipid metabolism. Numerous studies have shown increased PPARs in various organs at the mRNA and protein levels during torpor, in several hibernating species^42,46^. Recently, an over-expression of PPARα protein in mouse liver, comparable to that in hibernating bats, was reported, suggesting a potential hibernation capability of mice^47^. According to our data, *Ppara* is up-regulated in torpid mice muscle along with several target genes associated with cholesterol metabolism and fatty acid transport. 

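The promoter of *Ppara*, from 85735400 to 85736126 on chromosome 15, had 27.8 ± 3.59 TPM in the Pre group, 67.9 ± 14.6 TPM in the Mid group and 21.8 ± 4.60 TPM in the Post group (SD, n = 4, 8 and 4). The log2 fold change was 1.36 from the Pre to Mid (standard error 0.13, FDR 5.96e-08) and −1.66 from the Mid to Post (standard error 0.13, FDR 1.96e-09, edgeR). Every Mid library lay above every Pre and every Post library (exact permutation test, two-sided, p = 0.00202, the smallest p for 8 against 4). *Ppara* was also higher in the Mid group than in the HiT group (1.18) and the Fed group (1.21).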

Remarkably, the *Ppargc1a* gene, encoding PGC-1α (peroxisome proliferator-activated receptor-γ coactivator-1), was also over-expressed in mouse soleus muscle during torpor. 

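In experiment #2, the *Ppargc1a* promoter had 8.19 ± 8.80 TPM (SD, n = 2) in the Pre group, 96.7 ± 28.7 TPM (SD, n = 5) in the Mid group and 2.61 ± 0.559 TPM (SD, n = 3) in the Post group. Its Mid libraries, from 57.4 to 137 TPM, all lay above the higher Pre library at 14.4 TPM. The torpor-deprived mice of experiment #1 kept a level similar to that of the torpid mice, 189 ± 42.8 TPM (SD, n = 4). When single libraries of experiment #1 were left out, the log2 fold change from the Pre to Mid stayed between 4.45 and 5.89.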

Recently, PGC-1α activation was suggested to be responsible for protecting skeletal muscle from atrophy during long periods of torpor in hibernators^48^. Our results suggest that a similar pathway may be activated in mouse torpor as well.

We found that the insulin/Akt and mTOR signaling pathways, which have roles in skeletal muscle remodeling and metabolic rate depression, were enriched. Previous studies showed that insulin signaling is inhibited in the skeletal muscle of torpid gray mouse lemurs^49^ and that the Akt kinase activity is suppressed during torpor in multiple tissues of ground squirrels^50–52^. The suppressed Akt activity is accompanied by a reduction in mTOR activation, leading to a state of protein synthesis inhibition during torpor in hibernators^52–54^. Our results demonstrated a down-regulation of *Igf1*, which encodes IGF-1, and activation of *Mtor*, which encodes mTOR, in torpor, which appears paradoxical to past studies.

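The promoter of *Igf1* (chromosome 10, 87859019 to 87859409) fell from 14.5 ± 6.01 TPM in the Pre group to 5.66 ± 2.35 TPM in the Mid group and returned to 15.0 ± 4.98 TPM in the Post group (SD, n = 4, 8 and 4). Its log2 fold change was −1.24 from the Pre to Mid (standard error 0.30, FDR 0.00261) and 1.36 from the Mid to Post (FDR 0.000976, edgeR). It was also lower in the Mid group than in the HiT group (−1.23, FDR 0.00196) and the Fed group (−1.62, FDR 0.000144). The promoter of *Mtor* (chromosome 4, 148448442 to 148448674) moved less, from 40.1 ± 2.80 TPM to 55.5 ± 9.71 TPM and back to 42.8 ± 6.41 TPM. Its log2 fold change was 0.54 from the Pre to Mid (standard error 0.09, FDR 6.42e-05) and −0.39 from the Mid to Post (FDR 0.00149). Unlike those of *Igf1*, the *Mtor* levels of the Mid and Post groups overlapped between libraries (exact permutation test, two-sided, p = 0.0505). Without TMM the change of *Mtor* from the Mid to Post had an FDR of 0.113, in a range from 0.000152 to 0.113 over the alternatives.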

The Insulin/Akt pathway also controls the phosphorylation and activation of the FOXO1 transcription factor, a disuse atrophy signature that up-regulates the muscle-specific ubiquitin ligases *Trim63* (MuRF1) and *Fbxo32* (Atrogin-1). In our study, we found that FOXO1, MuRF1, and Atrogin-1 were up-regulated, as in the case of disuse atrophy in mice and rats^55,56^.

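*Foxo1* rose from 26.8 ± 2.60 TPM in the Pre group to 55.8 ± 15.3 TPM in the Mid group and returned to 18.6 ± 4.80 TPM in the Post group (SD, n = 4, 8 and 4), with a log2 fold change of 1.14 from the Pre to Mid (standard error 0.20, FDR 9.08e-05, edgeR). *Trim63* (chromosome 4, 134314782 to 134315482) rose from 154 ± 26.9 to 788 ± 291 TPM (SD, n = 4 and 8) and returned to 128 ± 19.6 TPM. Its log2 fold change was 2.42 (standard error 0.26, FDR 2.66e-07). *Fbxo32* (chromosome 15, 58214495 to 58215424, minus strand) rose from 113 ± 16.6 to 287 ± 84.7 TPM and returned to 102 ± 13.8 TPM, with a log2 fold change of 1.42 (standard error 0.17, FDR 1.50e-06). For *Foxo1* and *Trim63*, every Mid library lay above every Pre library (exact permutation test, two-sided, p = 0.00202). The 3 promoters were also higher in the Mid group than in the HiT group, where *Trim63* had 272 ± 106 TPM, and than in the Fed group. All of these calls held in every fit that left out 1 library. Between libraries, however, the *Fbxo32* levels of the HiT group (124 to 254 TPM) and the Mid group (127 to 409 TPM) overlapped (exact permutation test, two-sided, p = 0.0545).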

In summary, we found that the up-regulation of PGC-1α and down-regulation of IGF-1 in the skeletal muscle of torpid mice are similar to hibernating animals, in which they contribute to muscle protection and the suppression of protein synthesis. On the other hand, muscle atrophy and autophagy signatures such as FOXO1, MuRF1, and Atrogin-1 were up-regulated during torpor, indicating that atrophic changes are also progressed. Furthermore, mTOR, a signature of muscle hypertrophy, activation was found. Thus, we can conclude that mouse torpor has a unique transcription profile, sharing signatures with hibernation, starvation-induced atrophy, and muscle hypertrophy.

The CAGE technology enabled us to evaluate the dynamics of the torpor-specific gene expression on the level of promoters. We found that down-regulated torpor-specific promoters were narrower than other muscle promoters; that probably, reflects the general impact of hypometabolism on RNA transcription (Fig. 3e). To gain insight into the upstream network of torpor, we evaluated a torpor-deprived condition. Note that this dynamic state, the torpor-deprived condition, is challenging to induce in hibernators because very little stimulation can cause them to halt torpor induction. Taking advantage of this torpor-deprivation state in mice, we identified transcription factor ATF3 as a candidate factor correlated with the need to enter torpor (Fig. 4d). The altered torpor phenotype of *Atf3*-KO mice supports the torpor-related function of ATF3 (Fig. 4h and Supplementary Fig. 4e).

ATF3 is a well-known stress-inducible transcription factor, and its expression is induced by cellular stresses such as DNA damage, oxidative stress, and cell injury^57^. In addition to the stress responding aspect, numerous investigations suggest its regulatory function to cellular metabolism^58^. Both aspects of *Atf3*, namely the stress response and the metabolism regulation, may explain the role of this gene in fasting-induced torpor.

As one of the significant responses as a stress-inducible molecule, recent cumulative evidence suggests the induction of ATF3 in ischemia/reperfusion (I/R) injuries in various organs^59–62^. In the current study, ATF3 was identified as a torpor-drive correlated factor. Torpor is an active hypometabolic condition, which shows a drastic reduction in oxygen consumption. To stay healthy under low oxygen consumption, tissues would benefit from becoming tolerant to ischemia during torpor. Therefore, we propose the hypothesis that *Atf3* is mediating the initiation of hypometabolism, and because of that, it is expressed to protect the organs under stressful conditions such as ischemia.

Another potential role of *Atf3* in the chain of torpor reaction is its metabolism pathway modifying ability. Systemic deletion of *Atf3* results in no obvious phenotypes^63^. However, series of studies suggest the ATF3 involvement in glucose metabolism in various organs and tissues. In the pancreas, *Atf3* up-regulates the expression levels of proglucagon^64^ and deleting *Atf3* from the pancreas specifically results in low serum glucose^65^. In addition, pancreas- and hypothalamus-specific *Atf3* knockout shows a leaner phenotype due to decreased food intake and increased energy expenditure^61^. Collectively, *Atf3* can be assumed as a counter-reaction to systemic glucose depletion or nutrition deficiency. Therefore, the increased *Atf3* expression in the muscle, exaggerated by torpor deprivation, denotes the potential *Atf3* function for hypometabolism tolerance. One thing to note is the dissimilar phenotype of two *Atf3* knockout strains, ATF3-21a and ATF3-25b. These results indicate a clear yet complicated relationship of *Atf3* to torpor regulation, and further studies are mandatory for clarification.

In this study, torpid mouse exhibits increased *Atf3* expression in the skeletal muscle, heart, and BAT but not in the brain and liver. One possibility is that, for the brain and liver, FIT is not as stressful as to induce *Atf3* expression. This hypothesis could be tested by expression evaluation in mice facing a much severe hypometabolic condition. Another possibility is that *Atf3* may have an organ-specific function during torpor, as it has in metabolic homeostasis and cancer^58^. Understanding the organ-dependent function of *Atf3* during the FIT, a tissue-specific loss- or gain-of-function approach is required. Furthermore, the *Atf3* promoter detected in this study is one of the two documented promoters of *Atf3*^36^. Even the same proteins are produced from the transcripts, deleting the shared protein-coding region may affect the endogenous function of the *Atf3* transcript from the other promoter. To clarify this, tweaking the promoter region to evaluate the two distinct transcripts would be necessary independently. There is a report that torpor phenotype can be affected by epigenetic changes such as the nutritional experiences during the fetal period^66^. Therefore, in future studies, epigenetic influences must be taken into consideration along with the SNP analysis.

One limitation of this study is that *Atf3* was identified through the torpor precluding study by tactile stimulation. A sleep deprivation study inspired this method. To our knowledge, this is the first time to report torpor deprivation in mice. Even we have frequently observed animals trying to lower their metabolism unless we touch them during the experiment, we do not have a quantitative test whether the torpor propensity will increase by this procedure. Therefore, the higher expression of *Atf3* in torpor-deprived animals could be explained simply by the nature of this gene as a stress-inducible gene. Moreover, little effect to torpor-debt may explain the lack of robust effect to the torpor of *Atf3* knockout animals.

The overall results of this study indicate that the mouse is an excellent animal for studying the as-yet-unknown mechanisms of active hypometabolism. Understanding the core engine of the hypometabolism in torpid tissues will be the key to enabling non-hibernating animals, including humans, to hibernate. Inducing active hypometabolism in humans would be an important breakthrough for many medical applications^1^. The benefits of using mice are not limited to technological advances in genetics but extend to the enormous potential for in vitro studies using cell or tissue culture. In stem cell biology, patient-derived stem cells represent a valuable resource for understanding diseases and developing treatments because the cells reflect the phenotype of the patient^67^. We believe, similarly, that mouse-derived stem cells or tissues will provide a unique platform for investigating strain-specific hypometabolic phenotypes in animals. Moreover, because in vitro studies can be easily extended to experiments using human cells/tissue derived from human induced pluripotent stem cells, active hypometabolism research in mouse cells/tissues is an important step toward the realization of human hypometabolism.

## Methods

### Animals

All animal experiments were approved by the Institutional Animal Care and Use Committee of RIKEN Kobe Branch and performed according to RIKEN Regulations for the Animal Experiments. C57BL/6 J mice were purchased from Oriental Yeast Co., Ltd., Tokyo, Japan. Until the mice were used in torpor experiments, they were given food and water ad libitum and maintained at a *T*_*A*_ of 21 °C, relative humidity of 50%, and a 12 h light/12 h dark cycle.

For the C57BL/6 J, 42 male mice were used, and the age at experiment was 8.22 ± 0.39 weeks old (mean ± SD) and the weight was 23.0 ± 1.2 g (mean ± SD).

The *Atf3* KO mice were generated with CRISPR/Cas9-mediated gene targeting by zygote electroporation. For electroporation, C57BL/6 J pronuclear stage embryos were transferred into Opti-MEM I medium containing 25 ng/µl each of crRNA1, crRNA2, crRNA3, and crRNA4, 200 ng/µl tracrRNA (FASMAC), and 250 ng/µl Cas9 protein (ThermoFisher). CUY21EDITII and LF501PT1-10 platinum plate electrodes (BEX Co. Ltd.) were used with repeated 30 V pulses (3 ms ON + 97 ms OFF) 7 times. After electroporation, the zygotes were transferred into the oviduct of pseudopregnant ICR female mice. A total of 64 F0 mice were obtained from 201 zygotes, and 8 of them were confirmed to be *Atf3* KO mice in which the *Atf3* gene locus was deleted. Four F1 heterozygous mice segregated from two *Atf3* KO founder mice, ATF3-021 and ATF3-025, were used to establish independent mutant mouse lines (021a, 021b, 025a, and 025b; Accession. No. CDB0065E-021a, 021b, 025a and 025b, respectively: http://www2.clst.riken.jp/arg/mutant%20mice%20list.html). The genotype of mice was determined by PCR with the following primers; Fwd08: TCC CGG TAT CGA GCT AAA TG, Rev01: GGG TCG AAG CAG GGA ATC AA, Rev15: CAG CAA AGG CAC GTG TCA CTA G (Supplementary Fig. 4c). PCR product sizes of wildtype and KO alleles were 747 bp (wildtype), 1255 bp (021a), 1172 bp (021b), 310 bp (025a), and 1250 bp (025b), respectively. Guide RNA sequences were designed by CRISPRdirect (https://crispr.dbcls.jp)^68^. The crRNA and tracrRNA sequences used for genome editing were synthesized as follows (FASMAC). crRNA1; GCA AGU CAC AAC AGC GAG UGg uuu uag agc uau gcu guu uug, crRNA2; AGC GAA GGA AUC GGA UCA AGg uuu uag agc uau gcu guu uug, crRNA3; GUG CCA CAC UAA CGU UUA CCg uuu uag agc uau gcu guu uug, crRNA4; tracrRNA: AAA CAG CAU AGC AAG UUA AAA UAA GGC UAG UCC GUU AUC AAC UUG AAA AAG UGG CAC CGA GUC GGU GCU.

During the experiments, each animal was housed in a temperature-controlled chamber (HC-100, Shin Factory). To record *T*_*B*_ continuously, a telemetry temperature sensor (TA11TA-F10, DSI, New Brighton, MN) was implanted in the animal’s abdominal cavity under general inhalation anesthesia at least seven days before recording. The metabolism of the animal was continuously analyzed by respiratory gas analysis (ARCO-2000 mass spectrometer, ARCO system, Kashiwa, Japan). The animal was monitored through a networked video camera (TS-WPTCAM, I-O DATA, Inc.). This video camera can detect infrared signals, which made it possible to monitor the animal’s health during the dark phase without opening the chamber.

### Daily torpor induction experiment

Each daily torpor induction experiment was designed to record the animal’s metabolism for three days unless the tissues were sampled on day 2. The animals were introduced to the chamber the day before recording started (day 0). Food and water were freely accessible. The *T*_*A*_ was set as indicated on day 0 and kept constant throughout the experiment. A telemetry temperature sensor implanted in the mouse was turned on before placing the mouse in the chamber. The standard experimental design was as follows: on day 2, ZT-0, the food was removed to induce torpor. After 24 h, on day 3, ZT-0, the food was returned to each animal. In the torpor-prevention experiment with food administration (Fig. 2a), the food was not removed on day 2. In the torpor-deprivation experiment, one experimenter monitored the *VO*_*2*_ and touched the mouse gently when the *VO*_*2*_ started to drop. The metabolism monitoring for torpor deprivation was started at ZT-17 on day 2 and maintained until the mouse tissue was sampled at ZT-22.

### Body temperature and oxygen consumption modeling for daily torpor detection

To model the temporal variation of *T*_*B*_ and *VO*_*2*_, we constructed the models in a Bayesian framework. From the first 24-h recordings of *T*_*B*_ and *VO*_*2*_ for each animal, we estimated the parameters using Markov Chain Monte Carlo (MCMC) sampling by Stan^69^ with the RStan library^70^ in R^71^. The method was described previously^4^ and modified with software updates. For each animal, *T*_*B*_ and *VO*_*2*_ were evaluated every six minutes for three days. From the recordings of day 1, the baseline metabolism was estimated with a certain credible interval (CI). In this study, we used the 99.9% CI of the posterior distribution of the estimated metabolism to detect outliers. When the value is lower than the CI, that time point is defined as torpor due to an abnormally low metabolic status. When both *T*_*B*_ and *VO*_*2*_ met the criteria in the second half of the day, the time point was labeled as torpor. When *T*_*B*_ or *VO*_*2*_ was unable to record from equipment troubles, either one successfully recorded was used for torpor detection.

### Parameter estimation of Atf3-KO phenotypes

The effect of *Atf3* deletion to the FIT phenotype was evaluated by the difference of minimal *T*_*B*_ and *VO*_*2*_ of *Atf3*-KO mice from the wild-type mice. A Bayesian statistical model including the strain and deletion allele information was produced, and the parameters were estimated from the observed data. Model fitting was performed using Hamiltonian Monte Carlo with its adaptive variant, the no-U-turn sampler, as implemented in version 2.12.2 of Stan with the RStan library in version 4.0.5 of R^71^. We assessed convergence by inspecting the trace plots, Gelman-Rubin $$\hat{{{\mbox{R}}}}$$, and an estimate of the effective number of samples. The model priors were defined as weakly informative and conservative, which are specified in the following sections. The fundamental principles and techniques for designing the statistical models were based on the book Statistical Rethinking^72^.

The minimal *T*_*B*_ and *VO*_*2*_ of the animals were modeled on the assumption that each genotype has a unique phenotype. Four types of *Atf3*-KOs were tested in this experiment. Each knockout has three combinations of alleles, namely the wildtype, heterozygous, and homozygous KOs. When *N* is the total number of the animals, and *Y*_*NORMAL*_ is the minimal *T*_*B*_ or *VO*_*2*_ during the normal state, *Y*_*NORMAL*_ of mouse *i* can be described as the sum of the global mean parameter *α* and the group parameter *β*, with the noise modelled in a Normal distribution of a scale parameter *σ*_*NORMAL*_ as:

1 $$\begin{array}{c}{Y}_{NORMAL[i]} \sim Normal(\alpha +{\beta }_{gene[i],allele[i]},{\sigma }_{NORMAL})\\ i=1\cdots N\hfill\end{array}$$

When another group parameter *γ* is given as the difference of *T*_*B*_ or *VO*_*2*_ during torpor from the normal state, *Y*_*TORPOR*_ can be described as:

2 $$\begin{array}{c}{Y}_{TORPOR[i]} \sim Normal(\alpha +{\beta }_{gene[i],allele[i]}+{\gamma }_{gene[i],allele[i]},{\sigma }_{TORPOR})\\ i=1\cdots N\hfill\end{array}$$

Both group parameters were sampled as

3 $$\beta \sim {{{{{\rm{Normal}}}}}}\left(0,{\sigma }_{\beta }\right)$$

4 $$\gamma \sim {{{{{\rm{Normal}}}}}}\left(0,{\sigma }_{\gamma }\right)$$

where *σ*_*β*_ and *σ*_*γ*_ were sampled from a Half-Cauchy distribution with a location parameter 0, and scale parameter 2.5. All other *σ*s were sampled from standard half-normal distributions with scale parameter 10. The phenotype difference of KO strains was evaluated by the posterior distribution of the difference in *γ* between homozygous and wildtype, or heterozygous and wildtype (Supplementary Fig. 4g).

### Tissue sampling and RNA isolation

Dissected soleus muscles were rapidly frozen in liquid nitrogen. The RNA was isolated using an RNeasy Fibrous tissue kit (Qiagen) according to the manufacturer’s instructions. The quality of the total RNA was evaluated using a Bioanalyzer 2100 (Agilent). The quantity and purity of the RNA were estimated using a NanoDrop Spectrophotometer. The lateral or both soleus muscles were used according to the total amount of RNA needed.

### Genotyping of knockout mice by sequencing

The genomic DNA of *Atf3* KO mice was prepared from their tail using Maxwell 16 Tissue DNA Purification Kit (Promega). Each target gene sequence was amplified by PCR with GoTaq (Promega) by the primers Fwd08 and Rev15, and sequenced. For ATF3-21a, two additional primers were used to confirm the sequence; Fwd11: CTG GAA CTG GAG TTT CAG AG and Rev18: ATG GGT CAG CAG TTT ACA A.

### Quantification of mRNA levels

cDNA was synthesized from isolated RNA using a High-Capacity cDNA Reverse Transcription Kit (4368814, Applied Biosystems) according to the manufacturer’s instructions. qPCR was performed by TaqMan Fast Universal PCR Master Mix (2X), no AmpErase UNG (4352042, Applied Biosystems) with gene-specific TaqMan probes using the StepOne Real-Time PCR Systems (Applied Biosystems). The following TaqMan probes were used: *Atf3* Mm00476033_m1, *Gapdh* Mm99999915_g1.

### Non-amplified non-tagging Illumina cap analysis of gene expression (nAnT-iCAGE) library preparation and sequencing

Transcriptomics libraries were prepared according to a standard protocol for the CAGE method using 5 μg of extracted total RNA from mouse muscles^73^. The RNA was used as a template for the first-strand cDNA synthesis, which was then biotinylated at the 5′-end to allow streptavidin capture. Linkers were then attached at the 5′ and 3′ ends, and the second strand cDNA was synthesized. The quality of the libraries was verified using a Bioanalyzer 2100 (Agilent), and the yield was validated by qPCR. The single-end libraries were then sequenced on a NextSeq platform (Illumina) or a HiSeq 250 platform using Rapid Run mode (Illumina) in experiments #1 and #2.

### Mapping, peaks calling, and annotation

Sequenced reads were trimmed and mapped on the mouse mm10 genome assembly using bwa and hisat2^74,75^. For each sample, we obtained CAGE-defined TSSs (CTSSs) according to the reads abundance and then clustered them using PromoterPipeline^76^, the highest peaks were annotated as TSSs. These CAGE clusters were then associated with their closest genes using the Ensembl and Refseq transcripts annotation available for mm10.

### Data processing

Data were processed in R^71^ unless otherwise noted. The expression level of the 12,862 defined CAGE clusters was normalized by a sample in TPM (tags per million) and then analyzed with the edgeR package^77^ with TMM (trimmed mean of M-value) normalization. For MDS (multidimensional scaling) plots, DE (differential expression), and GO and KEGG pathway enrichment analysis, several R packages were applied, including edgeR, clusterProfiler^78^, and pathview^79^. Muscle enhancers were predicted de novo by applying the FANTOM5 protocol^80^ to our mouse CAGE data and masked with ±500-bp regions from the 5′ ends of annotated genes. The DE results (reversible, hypometabolic, and torpor-deprivation-specific promoters) along with torpor-specific promoters are listed in Supplementary file 1.

### Basic promoter features analysis

Promoter region features were analyzed in terms of GC content and SI^31^. The SI and %GC were calculated for ±50 bp regions around the TSS position. CpG island muscle promoters were defined by searching for overlaps with the UCSC annotation using bedtools v2.25.

### Motif analysis

Transcription factor binding sites (TFBS) were predicted in −300/+100 bp regions around the TSS position using MEME Suite 4.11.2 and the JASPAR CORE motif library for vertebrates 2016. The position-dependent enrichment of these motifs was performed by the CentriMo tool.

### Statistics and reproducibility

Statistical analyses were performed using R. In the CAGE analysis, genewise negative binomial generalized linear models were used for differential expression analysis in edgeR. Multiple comparison adjustment was performed using Benjamini - Hochberg correction. Motif enrichment *P*-values were defined by using Fisher’s exact test with Bonferroni correction in CentriMo. To test the reproducibility of the CAGE analysis, we created CAGE libraries from two independent batches of mice. For animal phenotyping, Bayesian statistical models including the parameters of interest were designed, and the parameters were estimated from the observed data.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Supplementary Data 1

Reporting Summary

Description of Additional Supplementary Files

Transparent Peer Review File

## Data Availability

The data supporting this study are available within the paper and its supplementary files. CAGE data from this paper is available from NCBI GEO with accession number GSE117937. CAGE samples access and visualization also available in Zenbu browser http://fantom.gsc.riken.jp/zenbu/gLyphs/#config=ylDd70XVLdPufetrnXzQkB. The table of differentially expressed promoters are provided as Supplementary Data 1. Any remaining information can be obtained from the corresponding authors upon reasonable request.

# Supplementary material for: Integrative transcription start site analysis and physiological phenotyping reveal torpor-specific expression program in mouse skeletal muscle
**Source:** Commun Biol. 2021 Nov 15;4:1290. doi: 10.1038/s42003-021-02819-2
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### **Integrative transcription start site analysis and physiological phenotyping reveal torpor-specific expression program in mouse skeletal muscle**

Ruslan Deviatiiarov<sup>1, 2</sup>, Kiyomi Ishikawa<sup>3</sup>, Guzel Gazizova<sup>1</sup>, Takaya Abe<sup>4</sup>, Hiroshi Kiyonari<sup>4</sup>, Masayo Takahashi<sup>3</sup>, Oleg Gusev<sup>1, 2, 5, 6\*</sup> and Genshiro A. Sunagawa<sup>3\*</sup>

**Supplementary Figure 1, Fasting-induced Torpor Shows a Reversible Transcriptome Signature.**

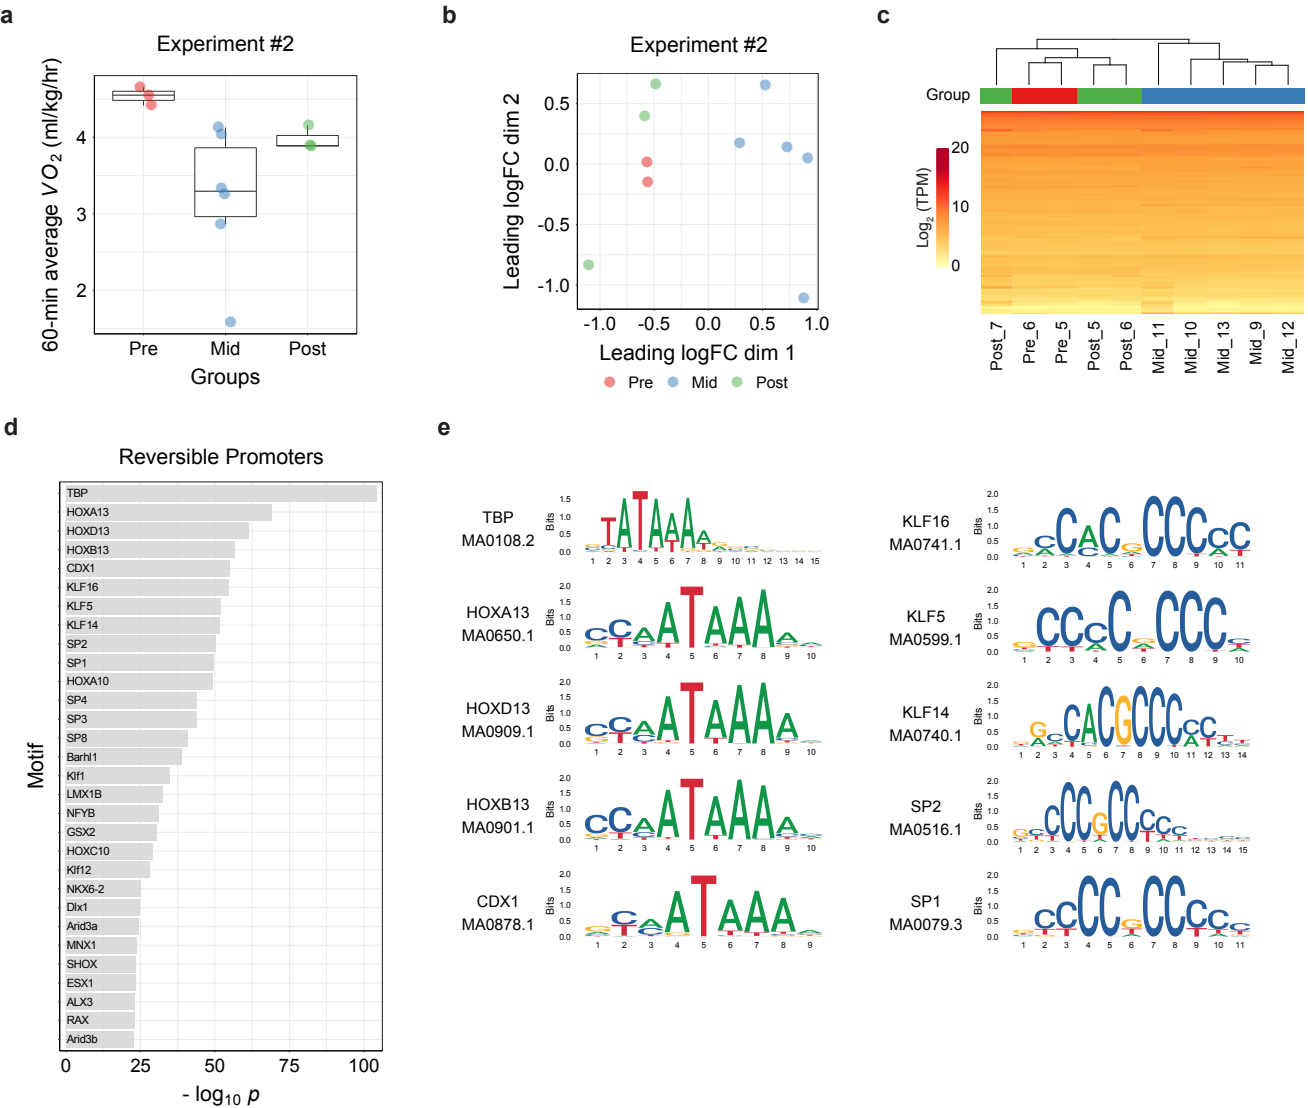

**a** Boxplots for the  $VO_2$  of animals at sampling in reversibility experiment #2. Each dot represents one sample from one animal. The results resembled the metabolic phenotypes as detected in experiment #1. See Fig. 1b. **b** MDS plot of the TSS-based distance in reversibility experiment #2. Each dot represents one sample from one animal. Note that the Mid group was clustered differently from the Pre and Post groups in the 1st dimension, as it were in Fig. 1c. **c** Hierarchical clustering heatmap based on the TPM of TSS detected in the reversibility experiment #2. The group colors are denoted in (b). **d** The top thirty motifs enriched in the reversible promoters. **e** Logos of the top ten motifs in the reversible promoters.

**Supplementary Figure 2, Torpor Prevention at High  $T_A$  Revealed Hypometabolism-associated Promoters.**

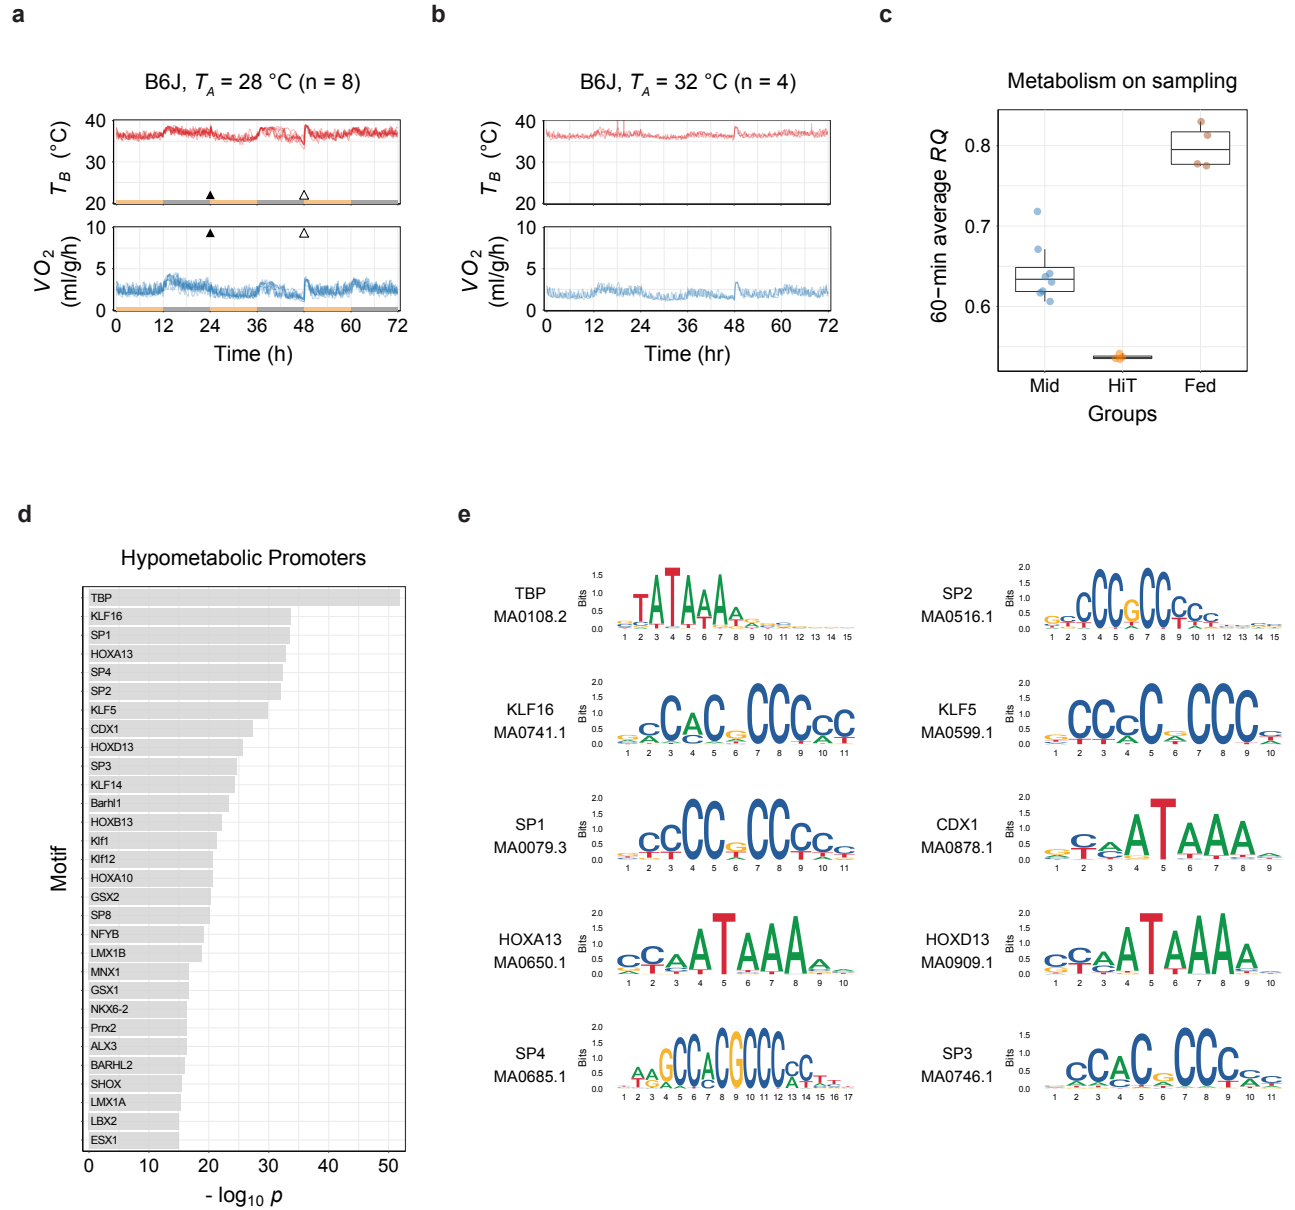

**a** Traces of  $T_B$  (red lines) and  $VO_2$  (blue lines) of the B6J male mouse at  $T_A = 28^\circ\text{C}$ . **b** At  $T_A = 32^\circ\text{C}$ , no mouse entered torpor (n = 4). **c** Boxplots for the RQ of animals at sampling in the hypometabolic experiment. Each dot represents one sample from one animal. **d** Top thirty motifs enriched in the hypometabolic promoters. **e** Logos of the top ten motifs enriched in the hypometabolic promoters.

**Supplementary Figure 3, Identification of Torpor-specific Promoters and their Dynamics.**

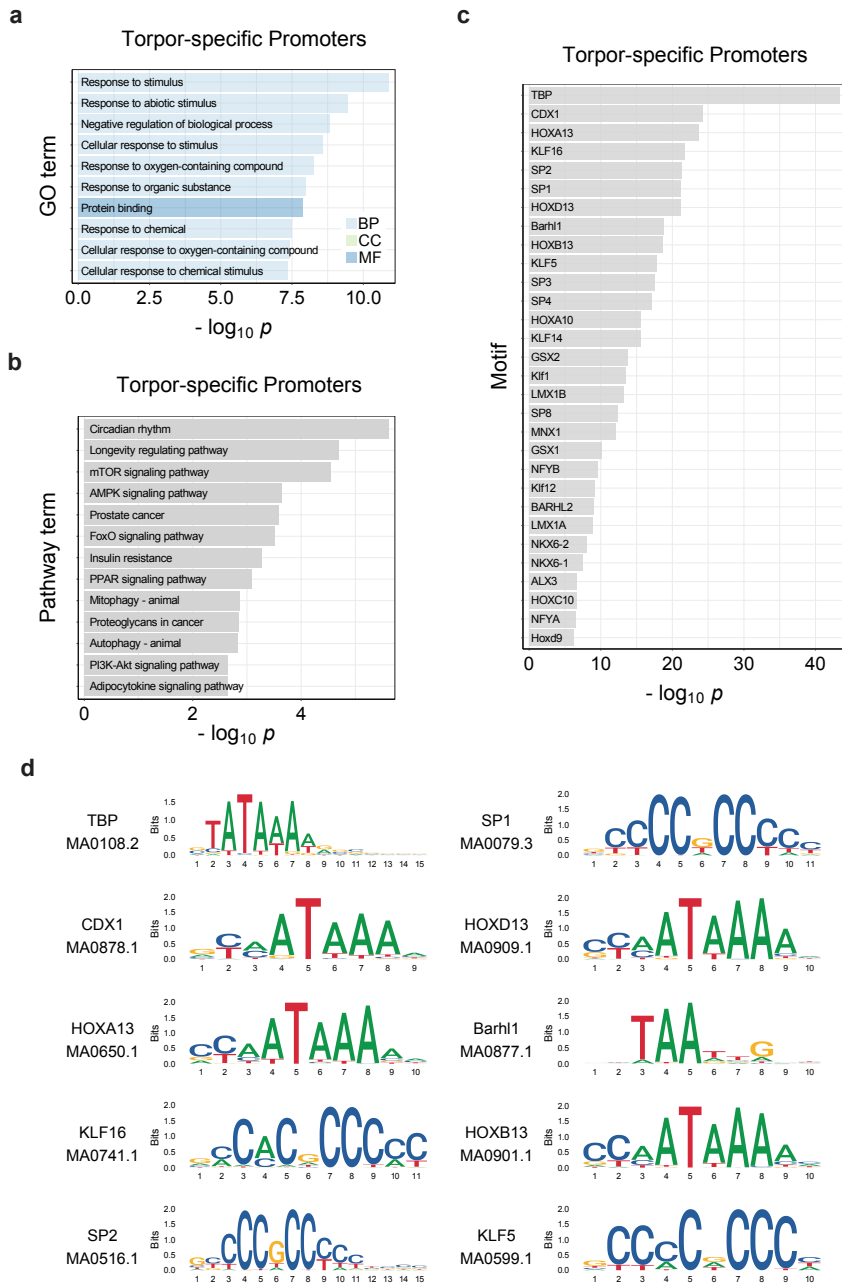

**a** Top ten enriched GO terms in the torpor specific promoters. **b** Of the 13 enriched KEGG pathways, the "mTOR signaling pathway" is shown as a representative example. Green and red denote up- and down-regulated genes, respectively. **c** Top thirty motifs enriched in the torpor-specific promoters. **d** Logos of the top ten enriched motifs in the torpor-specific promoters.

**Supplementary Figure 4, *Atf3* is related to FIT regulation.**

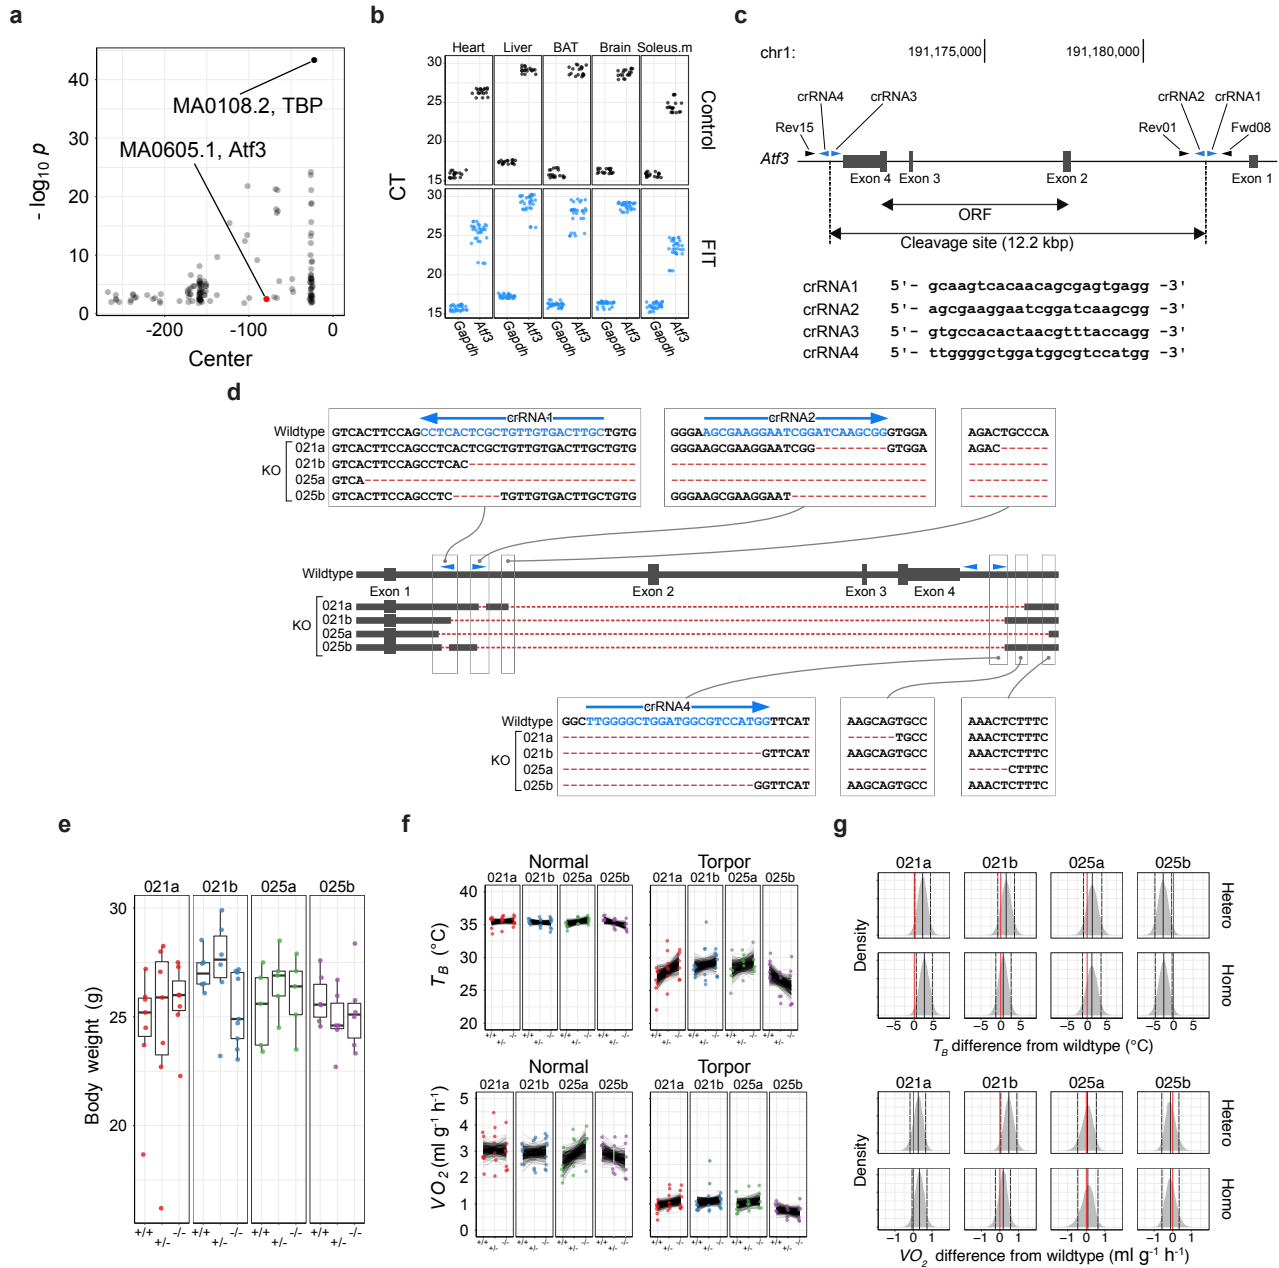

**a** Distribution of motifs enriched in the torpor-specific promoters. The horizontal axis denotes the position of the motif density peak from the TSS. The vertical axis denotes the p-value of the enriched motif. **b** Raw CT counts for mRNA quantification during torpor.  $\Delta$ CT was calculated by the CT difference among *Atf3* and *Gapdh*, and  $\Delta\Delta$ CT was calculated by the  $\Delta$ CT difference among FIT and Control. **c** Schematic representation of the CRISPR/Cas9 gRNA sites (blue arrowheads) for the *Atf3*-KO generation as well as the genotyping primer sites (black arrowheads). **d** Deletion junction sequences for the four *Atf3*-KO alleles. All KO alleles had complete deletion of exon 2, 3, and 4. Blue arrow and arrowheads denote the gRNA site. Red dashed lines are the deleted sites. **e** The body weight of all *Atf3*-KO mice. **f** Minimal  $T_B$  and  $VO_2$  of all *Atf3*-KO mice. **g** The difference of minimal  $T_B$  and  $VO_2$  from wildtypes were estimated for heterozygous and homozygous KO strains. The solid vertical line shows the median of the posterior distribution, and the dashed lines show the lower and higher 89% HPDI ranges. The red line denotes zero for each box.  $T_B$  of ATF3-021a was estimated to have the 89% HPDI range larger than zero, which can be interpreted as both hetero and homo KO mice have higher  $T_B$  than wildtype animals.  $T_B$  of ATF3-025b was estimated to have lower  $T_B$  than wildtype, which is the opposite phenotype of the original *Atf3*-KO-025.

# Supplementary material for: Integrative transcription start site analysis and physiological phenotyping reveal torpor-specific expression program in mouse skeletal muscle
**Source:** Commun Biol. 2021 Nov 15;4:1290. doi: 10.1038/s42003-021-02819-2
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ ☐ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ ☐ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ ☐ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ ☐ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Oxygen consumption rate of the animal were recorded by a respiratory gas analyzer (ARCO-2000 mass spectrometer, ARCO system) with the bundled-software. The body temperature and EEG/ECG were collected by the software Ponemah Physiology Platform (version 6.30, DSI).

Data analysis

Data analysis was performed by R version 3.52 or later.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA sequencing data is available at GEO: GSE117937. Every raw data for the animal metabolism recording is available on request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                 |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was determined based on our previous findings and the published literature.                                                                         |
| Data exclusions | The samples failed to extract RNA were removed from the analysis.                                                                                               |
| Replication     | All experiments were repeated in multiple biological replicates as described. A detailed experimental protocol is provided to facilitate replication by others. |
| Randomization   | The experiments were not randomized.                                                                                                                            |
| Blinding        | The investigators were not blinded to the experimental condition.                                                                                               |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                       |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL/6J mice were purchased from Oriental Yeast Co., Ltd. The Atf3 KO mice were generated with CRISPR/Cas9-mediated gene targeting by zygote electroporation to C57BL/6J eggs.       |
| Wild animals            | The study did not involve wild animals.                                                                                                                                               |
| Field-collected samples | The study did not involve samples collected from the field.                                                                                                                           |
| Ethics oversight        | All animal experiments were approved by the Institutional Animal Care and Use Committee of RIKEN Kobe Branch and performed according to RIKEN Regulations for the Animal Experiments. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Supplementary material for: Integrative transcription start site analysis and physiological phenotyping reveal torpor-specific expression program in mouse skeletal muscle
**Source:** Commun Biol. 2021 Nov 15;4:1290. doi: 10.1038/s42003-021-02819-2
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** Table of Differentially Expressed Promoters During Torpor.

How the deposited data were processed for this re-analysis (not part of the article)

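Promoter activity was measured by nAnT-iCAGE in the soleus muscle of mice, with 1 library per mouse and 38 libraries in all. Experiment #1 has 28 libraries in 6 groups, with 4 Pre, 8 Mid, 4 Post, 4 HiT, 4 Fed and 4 Dep libraries. Experiment #2 has 10 libraries in 3 groups, with 2 Pre, 5 Mid and 3 Post libraries. The groups were taken from the sample labels and the paper. Where these differ, for the food of the HiT and Fed mice, the description in the paper was used. All columns of per-sample values were used.

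The authors trimmed the reads, mapped them to mm10 with bwa and hisat2, built transcription start sites from the 5′ ends of the reads, and clustered them with PromoterPipeline. The counts are the numbers of tags that the authors found in each of 10,819 clusters of each library, deposited without normalization. The TPM values deposited by the authors are the same counts scaled to 1000000 tags of the library, with tags outside the clusters included in the total. For the differential expression of the article, the authors describe TPM values of 12,862 clusters that were then analysed with edgeR and TMM, with negative binomial generalized linear models and Benjamini-Hochberg adjustment. The comparisons given here start from the counts of the 10,819 clusters.

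Tags in clusters numbered between 18257657 and 39176649 per library in experiment #1 (median 26580286) and between 9359994 and 20914855 in experiment #2 (median 11281870). No 2 libraries of a group were duplicates, since the lowest chi-square per promoter over 72 pairs was 12.5. At this depth, sampling of tags adds little to the differences between mice for a promoter of the median level of 17.6 tags per 1000000, but promoters with a few tags per library, such as *Camp* and *Ngp*, are at the limit of detection. nAnT-iCAGE does not amplify the RNA, so tags are close to independent molecules. Tags of gene families with near-identical copies, such as the hemoglobin and histone genes, and tags of repeats can be assigned to the wrong copy by the mapping.

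Each cluster was assigned to the gene whose annotated 5′ end in GENCODE M21 was nearest to its highest peak on the same strand, within 500 bp. Coordinates are those of mm10. The position in the name of a cluster is that of the table, which counts from 0. Counts were tested in R 4.3.3 with edgeR 4.0.16, by the quasi-likelihood F test after TMM normalization. The 28 libraries of experiment #1 were fitted together with group as the only term, over the 10,776 clusters with any tag, and the common dispersion was 0.0377. Experiment #2 was fitted in the same way over 10,816 clusters. Adjusted p-values are Benjamini-Hochberg FDRs over all clusters of a comparison, with a threshold of 0.05. Reversible promoters passed it from the Pre to Mid and from the Mid to Post in opposite directions. Hypometabolic promoters passed it from the HiT to Mid and from the Fed to Mid in the same direction, and torpor-specific promoters did both in the same direction. Levels are given as TPM with SD across mice. Single promoters were also compared between groups by exact permutation tests on log2(TPM + 0.1), two-sided. Distances between libraries followed the leading log2 fold change of limma 3.58.1, with 500 promoters per pair of libraries.

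The rule for the genes named takes every gene whose expression in the soleus the paper names in its text or figures, and the 5 annotated genes with the largest summed log2 fold change in each direction of each group of promoters. Where a gene has several promoters, the one in the figure was taken if it could be identified, otherwise the one with the highest mean. All promoters of *Atf3* and of the AMPK subunit genes were included. Promoters named outside this rule are marked as such.

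The scripts were tested on simulated counts for 10,776 promoters, of which 200 changed with a log2 fold change of 1. The quasi-likelihood test recovered between 86.0 and 90.5% of these in the comparisons and groups of promoters, with between 0 and 15 false calls. Groups without any difference were also simulated 40 times to see what comparisons with shared Mid libraries give by chance. The alternatives were the likelihood ratio test of edgeR, DESeq2 1.42.0, the filter filterByExpr, library size without TMM, upper-quartile scaling, a fit of only the compared groups, a fit of all 38 libraries with experiment as a term, the replicate number as a block, and each library left out in turn. Chosen after seeing the data were the TPM values in place of counts, counts thinned to 1000000 tags per library, a score of fast glycolytic muscle genes as a covariate and, for experiment #2, the sequencing lane. Lists of marker genes were made for neutrophils, red blood cells, adipocytes, tendon and fast glycolytic muscle and, after seeing the data, for cell division and macrophages.

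Pathway and ontology enrichment, the motif search, GC content, the shape of promoters and *VO*_*2*_ were not analysed here. Some results of single promoters are not reported here. The copy of Supplementary Data 1 used here holds 1,144 of the 12,862 promoters of the paper, and 938 of these are among the 10,819 clusters. It was used promoter by promoter, for no test of sets.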

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

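Of the tests in this part, those of a change shared by the Dep mice, of whole blood and of RNA without poly(A) tails were chosen only after the result was seen. Within the groups of 4 to 10 libraries, the level of each named promoter and the depth were searched for 1 library far from the others, by the gap to its nearest neighbour relative to the range of the group. Of 431 groups over 61 promoters, 44 had such a library, where 21.6 are given by chance. A single one of them is thus weak evidence, and the patterns below rest on several.

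Dep 1 lay far above the other 3 Dep libraries for *Camp* (53.2 TPM), *Ngp* (22.5 TPM), *S100a9* (17.6 TPM), *S100a8* (23.4 TPM) and *Hist1h2ah* (19.7 TPM). A change shared by the Dep mice is argued against, since 0 of the 4 genes *Camp*, *Ngp*, *S100a8* and *S100a9* were still called without Dep 1. Without it the log2 fold change of *S100a8* was 0.90 (FDR 0.370) and that of *S100a9* 0.33 (FDR 0.852). These are genes of neutrophils and their precursors. They are 4 of the 5 promoters found for the list of 12 neutrophil genes, and the study also picked them from these libraries. The remaining one, *Lcn2*, had 18.3 TPM in Dep 1 and between 2.35 and 3.69 TPM in the other Dep libraries. A candidate explanation is RNA of dividing marrow cells in Dep 1, as a muscle sample with bone marrow on it would bring. Of 9 promoters of cell division genes, 4 had their highest level of the 24 libraries outside the HiT group in Dep 1, where 0.375 is given by chance (exact binomial test, one-sided, p = 0.000321). These promoters are not independent of each other, and the list was chosen after seeing the data. Of 6 hemoglobin promoters, 4 were higher in Dep 1 than in the other Dep libraries, but *Hba-a1* had 1340 TPM in Dep 1 and 1319 TPM in Dep 3. The high level of hemoglobin in every library would hide a small share of blood. Fed 2, with 4186 TPM of *Hba-a1*, had 0 TPM of *Camp* and *Ngp*, 0.190 TPM of *S100a8* and 0.0316 TPM of *S100a9*. Fed 3 and Pre 2, with 1905 and 1876 TPM, had at most 0.114 TPM of *Camp* and 0.0706 TPM of *Ngp*. Whole blood like that in these other libraries is therefore argued against as the source of the neutrophil tags in Dep 1. Inflammation in this mouse stays open and was not tested. In experiment #2, Mid 11 had the highest levels of *Camp* (4.64 TPM), *Ngp* (3.28 TPM) and *Hist1h2ah* (61.9 TPM). It had 0 tags of *S100a8* and *S100a9*, but these had at most 2 tags in any library of experiment #2. Whether Mid 11 shared the whole pattern of Dep 1 therefore cannot be told. The levels of *Camp* in Fed 4 (0.0483 TPM), of *Ngp* in Fed 3 (0.0706 TPM) and Pre 3 (0 TPM), of *S100a9* in HiT 1 (0.380 TPM) and of *S100a8* in Mid 2 (0.600 TPM) are near the limit of detection.

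Mid 6 lay apart from the other 7 Mid libraries for *Pdk4* (1361 TPM), *Myod1* (9.58 TPM), *Itgb6* (10.3 TPM), *Tnk2* (4.62 TPM) and *Per1* (10.6 TPM). Each of these levels lay towards the Pre group. The libraries were placed on an axis whose 788 promoters, and their weights, come from experiment #2, where they were called both from the Pre to Mid and from the Mid to Post. On it the Pre and Post libraries of experiment #1 have a mean of 0 and the Mid libraries a mean of 1. Mid 6 stood at 0.529 on it, and the other 7 stood between 0.955 and 1.14. Depth is argued against, since the 30395676 tags of Mid 6 lie within the 23726836 to 31834199 tags of the others. The position may reflect a shallower torpor of this mouse at sampling. Mid 6 belongs to the high *VO*_*2*_ cluster of Fig. 1b, but so do Mid 3, Mid 4 and Mid 8, which stood between 0.965 and 1.14. Leaving out Mid 6 gave more calls in most comparisons, for example 191 up-regulated and 166 down-regulated promoters from the Mid to Dep.

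A set of 718 promoters was higher in the HiT group than in each of the other 5 groups of experiment #1, a comparison that the paper does not report, and 286 were lower. Scaling as the whole cause is argued against, since 288 promoters were higher and 122 lower without TMM. One HiT library as the cause is also argued against, since leaving out a HiT library gave between 503 (without HiT 1) and 775 promoters. The set holds 48 of 58 histone promoters, which have near-identical copies, and histone RNA carries no poly(A) tail. An excess of RNA without poly(A) tails in the HiT libraries is argued against as the whole cause, because 9 of 9 promoters of cell division genes, whose RNA is polyadenylated, were higher in the HiT than in the Pre group, with a median log2 fold change of 1.76. Of the promoters of macrophage genes, 15 of 15 were higher, with a median of 1.99. What stays open is a biological response of the HiT mice, such as dividing cells and macrophages in their muscles, or a difference in handling between this group and the others, which the design confounds with the group. A possible explanation by cell types was not tested beyond these lists, which were written after the 718 promoters were seen. Of the 691 down-regulated hypometabolic promoters, 142 belong to this set.

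Among single promoters, *Hmox1* in Mid 5 had 633 TPM and *Slc30a2* at 134343201 had 22.4 TPM in the same library. Mid 1 had 26.5 TPM of *Fasn* and 3.29 TPM of *Acaca*, and in experiment #2 Mid 10 had 45.0 TPM of *Fasn* and 4.04 TPM of *Acaca*. These genes of fatty acid synthesis thus deviated together. Mid 1 also had the highest level of the 8 Mid libraries for each of the 6 adipocyte promoters, with 41.2 TPM of *Adipoq* (1.44 to 15.9 TPM in the others) and 1012 TPM of *Cfd* (79.7 to 587 TPM). RNA of adipose tissue in Mid 1 therefore stays open as a source of its *Fasn* and *Acaca* levels. For *Fasn* it also stays open outside the Mid group. Pre 1 had the highest and Pre 3 the lowest Pre level of *Fasn* (120 and 40.0 TPM) and of *Adipoq* (32.1 and 6.40 TPM). Post 3 had the highest Post level of both (175 and 22.4 TPM), but *Fasn* was lowest in Post 2 and *Adipoq* in Post 1. Mid 1 had more *Adipoq* than any Pre library and still less *Fasn* than any of them. Fed 1 had 14.1 TPM of *Prkag3*, 68.2 TPM of *Prkab2*, 12.0 TPM of *Arrdc2* and 3.50 TPM of *8430408G22Rik*. The *Atf3* promoters had outlying levels in Mid 7 (28.8 TPM at 191183255), in Mid 2 (8.08 TPM at 191217941) and, in experiment #2, in Mid 9 (33.9 TPM at 191217941). Other outlying levels in experiment #1 were those of *Slc30a2* at 134343201 in Fed 3 (1.23 TPM), *Prkag1* in HiT 4 (16.8 TPM), *Tnk2* in HiT 2 (10.0 TPM), *Mybph* in Mid 2 (6.72 TPM), *Arg1* in Mid 7 (2.17 TPM) and *Gata2* in Mid 3 (21.1 TPM). In experiment #2 they were those of *Angptl8* in Mid 11 (0.499 TPM), *Myod1* in Mid 9 (9.94 TPM), *Itgb6* in Mid 10 (9.63 TPM), *Chac1* in Mid 12 (20.5 TPM) and *Pde4d* in Mid 9 (133 TPM). The depth of Pre 1, at 29548749 tags, was above that of the other Pre libraries. No explanation of these other single levels was tested. In HiT 4, the 10 clusters with the most tags took 40.3% of the tags, the largest share in experiment #1. Such a share lowers the TPM of every other promoter, so the level of *Prkag1* in HiT 4 may be low for this reason.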

How the results depend on the processing

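From the Pre to Mid, from the Mid to Post and in the groups of promoters built from them, the numbers of calls stayed within 1.5 times those given at the claims with the likelihood ratio test, DESeq2, filterByExpr, the fit of all 38 libraries, and with each library left out. The same holds for the HiT to Mid and Fed to Mid comparisons and for the hypometabolic and torpor-specific promoters. Over the 28 fits that each left out 1 library, the reversible promoters numbered from 1,018 to 1,460 up-regulated and from 908 to 1,303 down-regulated. The lowest numbers were those without Pre 2 and the highest those without Mid 6.

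Scaling changed more. Without TMM, 534 promoters were up-regulated and 924 down-regulated from the Pre to Mid, 808 and 822 from the Mid to Post, 1,313 and 1,010 from the HiT to Mid, 509 and 1,672 from the Fed to Mid, and 7 and 2 from the Mid to Dep. There were then 436 and 578 reversible, 213 and 344 hypometabolic and 170 and 161 torpor-specific promoters. The share of up-regulated promoters among the calls moved from 51.0 to 36.6% from the Pre to Mid, from 47.1 to 23.3% from the Fed to Mid and from 57.1 to 77.8% from the Mid to Dep. With upper-quartile scaling it was 35.7% from the Pre to Mid (1,282 and 2,308 promoters), 63.3% from the Mid to Post (2,535 and 1,471) and 36.7% from the Fed to Mid (1,395 and 2,409), against 49.9% from the Mid to Post with TMM. It then gave 960 up-regulated and 1,715 down-regulated reversible, 596 and 794 hypometabolic and 374 and 504 torpor-specific promoters. The median log2 fold change of all promoters without TMM was −0.07, 0.00, 0.11, −0.12 and −0.10 in the 5 comparisons in the order given. The cause was not tested further than by these shifts.

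The Mid to Dep comparison was the least stable. It had 189 up-regulated and 154 down-regulated promoters with the likelihood ratio test and 245 and 234 with DESeq2. With only the compared groups in each fit it had 2 and 0, where the smaller number of libraries leaves a less certain spread, and the up-regulated hypometabolic promoters numbered 427 and the up-regulated torpor-specific ones 281. Over the fits that left out 1 library, the Mid to Dep comparison had from 35 to 191 up-regulated and from 11 to 166 down-regulated promoters. The numbers were 65 and 46 without Mid 2, 71 and 54 without Mid 3, 74 and 55 without Mid 5, 75 and 50 without Dep 1 and 43 and 20 without Dep 4. Without Mid 4 there were 82 up-regulated promoters. The down-regulated ones without Dep 3 were more than in any other of these fits but that without Mid 6. The lowest numbers were without Dep 2 and the highest without Mid 6.

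With the replicate number as a block, the Mid to Dep comparison had 218 up-regulated and 189 down-regulated promoters. Libraries with the same number did not deviate together, with correlations from −0.64 to 0.45 over 60 pairs (mean −0.06), and 16 pairs above 0.1. The numbers therefore do not pair the mice. *Prkaa2* passed the threshold from the Mid to Post with the block (−0.34, FDR 0.0394). Beyond this part the block is given only where it reaches the paper's call or value.

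In experiment #2, leaving out 1 library gave from 305 (without Mid 12) to 573 (without Mid 10) down-regulated promoters from the Pre to Mid and from 538 (without Post 7) to 854 (without Mid 10) up-regulated ones from the Mid to Post. With lane as a term, which was chosen after seeing the data, there were 148 up-regulated and 337 down-regulated promoters from the Mid to Post, where only Mid 13 shares a lane with the Post libraries. The libraries of lane 3 alone gave 318 and 237 from the Pre to Mid. The test of whether the Pre to Mid change differs between experiments called 2 promoters with the likelihood ratio test and 7 with DESeq2, and the test of *VO*_*2*_ clusters called 3 with DESeq2. The overlap of the experiments was 27.2% and 39.4% as a share of the longer list. As a share of the shorter list, that from the Mid to Post was 81.1% with the likelihood ratio test and 83.8% with the quasi-likelihood test.

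TPM values and thinned counts, both chosen after seeing the data, hold fewer tags by construction. With TPM values in place of counts in the likelihood ratio test there were 748 up-regulated and 481 down-regulated promoters from the Pre to Mid, 549 and 877 from the Mid to Post, 932 and 1,100 from the HiT to Mid, 846 and 755 from the Fed to Mid and 29 and 16 from the Mid to Dep. These gave 597 and 302 reversible, 337 and 144 hypometabolic and 217 and 69 torpor-specific promoters. With counts thinned to 1000000 tags there were, in the first of 5 draws, 580 and 408, 528 and 684, 731 and 966, 629 and 639, and 38 and 17 in the same comparisons, with 380 and 231 reversible, 192 and 124 hypometabolic and 122 and 50 torpor-specific promoters. The up-regulated promoters from the Mid to Dep varied most between the draws, from 14 to 38. Values of single promoters from thinned counts are those of the first draw.

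Of the 180 log2 fold changes of named promoters, 131 kept their direction and their side of the threshold under every alternative set in advance. The other 49 changed in at least 1 of them, with 136 cases in 33 of them that no longer passed, 19 cases in 9 that now passed, and 43 cases in 10 that reversed. Apart from those of *Camp* and *Ngp*, none of the log2 fold changes that reversed under these alternatives had passed the threshold, and the largest in size was that of *Prkab2* from the Fed to Mid (−0.30, FDR 0.233). The log2 fold changes of *Camp* and *Ngp* from the Mid to Dep ran from −3.04 to 9.54 and from −2.35 to 8.74 with 1 library left out and were negative without Dep 1. Both are at the floor in the Mid group, so that these values depend on the prior count. With 1 library left out, *Prkaa1* ran from −0.0944 (without Fed 1) to 0.0209 (without Mid 8), *Prkab2* from −0.44 to 0.0643 (without Fed 1) and *Prkag1* from −0.0475 to 0.0615 (without Fed 3) from the Fed to Mid. *Prkab2* ran from −0.0183 (without Mid 2) to 0.17 from the HiT to Mid and *Prkab1* from −0.0383 (without Post 4) to 0.0569 from the Mid to Post. From the Pre to Mid, *Prkaa2* ran from −0.0703 (without Mid 3) to 0.0611 (without Mid 6) and *Prkab1* from −0.0400 (without Pre 1) to 0.0394 (without Pre 3). *Prkaa2* from the Pre to Mid was −0.0584 without TMM, −0.0633 with upper-quartile scaling, −0.0132 with only the compared groups and −0.12 with all 38 libraries, where from the Mid to Post it was 0.0599. *Prkag1* from the Fed to Mid was 0.00513 with DESeq2 and 0.0119 with all 38 libraries. *Prkab1* from the Pre to Mid was 0.00183 with DESeq2, 0.0910 with the replicate block and 0.00659 with TPM values, and from the Mid to Post it was −0.0610 with the block. With thinned counts, *Ccl2* was 0.36, *Prkaa1* 0.15 and *Slc30a2* at 134344013 0.37 from the Fed to Mid, *Prkab2* was −0.24 from the HiT to Mid, and *Prkab1* was −0.21 and *Prkag3* −0.98 from the Mid to Post. With the fast glycolytic muscle score as a covariate, *Prkab2* was −0.44 from the HiT to Mid and 0.14 from the Mid to Post. The former passed the threshold in this reversed direction (FDR 0.0217), and the latter did not (FDR 0.433). The cause was not tested for these. The settings chosen after seeing the data gave 59 further cases that no longer passed and 6 that now passed.

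The separation of groups in the distances between libraries held its side of 0.05 with 1000 promoters per pair and with all promoters. The alternatives for GC content were not run.

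Other divisions of the same libraries into groups of the same sizes, 100 of them including the real one, rarely gave as many calls. From the Pre to Mid, from the Mid to Post, from the HiT to Mid and from the Fed to Mid, and for the reversible, hypometabolic and torpor-specific promoters, only the real division, 1 of 100, gave as many. For the Mid to Dep comparison it was 2 of 100, and another division gave 821 calls. In experiment #2, 1 of 56 divisions gave as many calls from the Mid to Post as the real one. For the *VO*_*2*_ clusters the real division gave 0 calls, so that 35 of 35 divisions gave as many by construction and the count decides nothing. The real division had 261 promoters at an unadjusted p below 0.05.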

Differences from the paper's values

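The paper gives 589 up-regulated and 277 down-regulated reversible promoters, and 1,232 and 1,166 were found here. The paper's numbers of genes for these are 481 and 221, against 1,096 and 1,088. Of the alternatives set before the data were examined, only the one without TMM came within 1.5 times of the paper's number of up-regulated promoters, with 436, and none did so for the down-regulated ones. Of the settings chosen after seeing the values, TPM values in place of counts came within 1.5 times for both, with 597 and 302, and counts thinned to 1000000 tags for the down-regulated ones, with 231 (222 to 244 over 5 draws). The up-regulated ones came within 1.5 times in 4 of the 5 draws, with 380 in the first draw and between 394 and 413 in the others.

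For hypometabolic promoters, the paper gives 330 up-regulated and 137 down-regulated ones, against 686 and 691 here. With only the compared groups in each fit, an alternative set before the data were examined, there were 427 up-regulated ones, and no such alternative closed the gap for the down-regulated ones. TPM values in place of counts, chosen after seeing the values, gave 337 and 144, and thinned counts, also chosen after seeing the values, gave 124 down-regulated ones (99 to 135 over the draws).

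The paper's numbers of torpor-specific promoters are 226 up-regulated and 61 down-regulated, against 434 and 390 here. Up-regulated ones numbered 170 without TMM and 281 with only the compared groups, both set before the data were examined. None of those alternatives closed the gap for the down-regulated ones. TPM values gave 217 and 69, thinned counts 50 down-regulated ones (44 to 55 over the draws), and the fast glycolytic muscle score as a covariate also came within 1.5 times for the up-regulated ones, all chosen after seeing the values.

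For torpor deprivation, the paper gives 45 up-regulated and 27 down-regulated promoters, against 125 and 94 here. Of the alternatives set before the data were examined, the fits without Mid 2 (65), Dep 2 (35) and Dep 4 (43) came within 1.5 times for the up-regulated ones, and the fit without Dep 4 (20) for the down-regulated ones. Of 5 draws of thinned counts, chosen after seeing the values, 1 came within 1.5 times for the up-regulated ones, with 38, and the other draws gave between 14 and 26.

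For *Angptl8*, the log2 fold changes in the paper's Supplementary Data 1 are 3.78036 from the Mid to Post and −3.56425 from the Pre to Mid, against 4.91 and −4.76 here. In the former comparison, the replicate block and the fit without Post 4, both set before the data were examined, came within the error, and in the latter none of the alternatives set before the data were examined did. TPM values in place of counts (3.78 and −3.55) and thinned counts (3.34 and −3.91), chosen after seeing the values, came within the error in both. Over 936 promoters present in both, the median absolute difference between the log2 fold changes here and the paper's was between 0.00755 and 0.0207 in the 5 comparisons.

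The paper names the *Atf3* promoter that is both torpor-specific and changed in torpor deprivation by the position 191217941 and describes the upstream promoter as unchanged. Here the promoter at 191183255 was the torpor-specific and up-regulated one, as it also is in the paper's Supplementary Data 1. That table marks the promoter at 191217941 as not torpor-specific and as up-regulated in torpor deprivation, with the paper's FDR of 0.0138. The upstream promoter is the one at 191217941, and it changed from the Pre to Mid (3.27, FDR 0.00898), from the Fed to Mid (2.67, FDR 0.0163) and, in the opposite direction, from the HiT to Mid (−3.47, FDR 7.88e-05). Its change from the Mid to Post passed the threshold with all 38 libraries fitted together (−2.62, FDR 0.00590), an alternative set before the data were examined. The change did not pass the threshold from the Fed to Mid with only the compared groups (0.0526), without Fed 2 (0.0510) and without Fed 3 (0.0523). Among settings chosen after seeing the values, it did not with TPM values (0.0888, and 0.0726 from the Pre to Mid) and thinned counts (0.117). In torpor deprivation its FDR was 0.112, and it passed the threshold without Mid 2 (0.0270) and, in a setting chosen after seeing the values, with the fast glycolytic muscle score as a covariate (0.0177). The paper finds a single promoter shared by the torpor-specific promoters and those changed in torpor deprivation, and 27 were shared here. In the paper's Supplementary Data 1, *Arrdc2* and *8430408G22Rik* are also marked as torpor-specific and as down-regulated in torpor deprivation.

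The paper places *Mybph* among the leading down-regulated hypometabolic promoters. Its change from the Fed to Mid had an FDR of 0.0622 here and passed the threshold with the likelihood ratio test (0.0410), all 38 libraries (0.0411), without Mid 2 (0.00332) and without Fed 3 (0.0179), and, among settings chosen after seeing the values, with TPM values (0.0340) and thinned counts (0.00836). Its highest FDR over the alternatives was 0.477. *Lsp1*, also among the paper's leading ones, ranked 422 of 673. *Pdk4* and *G0s2*, in the paper's leading 5 reversible promoters, ranked 8 of 1,132 and 6 of 1,108. *8430408G22Rik* ranked 11 of 608 and 8 of 385, *Rrad* 8 of 673, and *Ampd3*, *Arrdc2*, *Myod1*, *Hdac9* and *Itgb6* ranked between 6 and 14 among the torpor-specific promoters. *Slc30a2* was in the leading 5 only with its promoter at 134343201, and only among the torpor-specific promoters. *Sqle*, which the paper lists, had no cluster within 500 bp.

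For torpor deprivation, the paper also lists *Chac1*, *Gm10800* and *Fam214a* among the down-regulated promoters. *Chac1* had an FDR of 0.0827 here and passed the threshold with the likelihood ratio test (0.0422), DESeq2 (0.0224), the replicate block (0.0166), without Mid 6 (0.0101) and with thinned counts (0.00725), the last chosen after seeing the values, with 0.277 as its highest over the alternatives. *Gm10800* had an FDR of 0.147 and passed it with the replicate block (0.0371), in a range up to 0.337. *Fam214a* passed it at 74976118 and not at 74952911.

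The paper leaves *Arntl* out of the hypometabolic promoters. Here it passed the threshold from the HiT to Mid (FDR 7.77e-05) and from the Fed to Mid (FDR 0.00451). Its change from the Fed to Mid did not pass it without TMM (0.368) and with the replicate block (0.0629). Among settings chosen after seeing the values, it did not with TPM values (0.0840) and thinned counts (0.134, and 0.0753 from the HiT to Mid). Over the alternatives set before the data were examined, its FDR ranged from 0.000686 to 0.368. The paper reports no significant change of the genes encoding AMPK, and here 3 of 6 promoters passed the threshold from the Pre to Mid, 1 from the Mid to Post, 3 from the HiT to Mid and 3 from the Fed to Mid. Of the first 3, *Prkag1* and *Prkaa1* did not pass it from the Pre to Mid without TMM (0.0630 and 0.0577), and *Prkaa1* not without Pre 1 (0.0921) and without Mid 8 (0.0518). *Prkag3* did not pass it with the replicate block (0.0880) and without Pre 2 (0.0963), Pre 3 (0.0741), Pre 4 (0.115), Mid 1 (0.0547), Mid 4 (0.0562), Mid 5 (0.0582) and Mid 8 (0.0542). With TPM values, chosen after seeing the values, the FDRs of *Prkag1*, *Prkaa1* and *Prkag3* were 0.228, 0.293 and 0.338, and with thinned counts, also chosen after seeing the values, 0.146, 0.289 and 0.235. That of *Prkaa1* from the Mid to Post was 0.0558 and 0.283 in these settings.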

Other observations

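Of the tests in this part, those of the cell division and macrophage lists were chosen only after the result was seen, and TPM values, thinned counts and the fast glycolytic muscle score are settings chosen after seeing the data. More promoters were called here than in the paper. The paper describes TPM values, which sum to about 1000000 per library, as the input of the count test, and a candidate explanation is that the test then saw each library as if it had that many tags. In 5 draws of the counts thinned to 1000000 tags per library, the likelihood ratio test called a median of 635 reversible promoters (611 to 638), and with TPM values in place of counts it called 899, against 2,376 from the counts. The explanation was written down before the thinned counts were tested. TPM values gave 1.47 times the lowest number in thinned counts, so that both settings lower the number but are not the same.

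*Prkag3*, which encodes a γ subunit of AMPK, was lower in the Mid than in the Fed group (log2 fold change −1.97, FDR 4.97e-05, edgeR). Fed 1 also had high levels of fast muscle genes such as *Myh4* (1617 TPM at its stronger promoter) and *Actn3* (2010 TPM). More RNA of fast muscle in the Fed libraries could raise *Prkag3*, but this is argued against as the whole cause, since its FDR was 9.39e-05 with the fast glycolytic muscle score as a covariate. With this covariate *Prkag3* also passed the threshold from the HiT to Mid (−0.87, FDR 0.0386) and from the Mid to Post (1.11, FDR 0.00484). *Prkab2* then passed it from the HiT to Mid (−0.44, FDR 0.0217). The 7 promoters of the 5 fast glycolytic genes had 1 up-regulated call from the Pre to Mid, 2 down-regulated from the Mid to Post and 4 up-regulated from the HiT to Mid.

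In 30 genes, promoters were called in opposite directions from the Pre to Mid, which the paper does not report. Of their 64 called promoters, 63 had the same sign in experiment #2 (98.4%). Chance alone is argued against as the source of these pairs. Examples, chosen after their values were seen, are *Casz1* with log2 fold changes of −0.81 and 2.09, *Ccnd3* with 1.39 and −0.64, and *Cbfa2t3* with −1.29 and 0.55. The hypothesis that such genes change their transcript start during torpor was not tested further.

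The Dep libraries stood between 0.963 and 1.18 on the axis of 788 promoters from experiment #2, on which the Pre and Post libraries have a mean of 0 and the Mid libraries a mean of 1. The HiT libraries stood between 0.678 and 0.817, the Fed libraries between −0.016 and 0.0895, the Pre libraries between −0.0406 and 0.128 and the Post libraries between −0.0601 and −0.0241. The HiT mice, fasted like the Mid mice, thus stood nearer to them than the Fed mice did.

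Clusters were found for 5 of 12 neutrophil, 4 of 5 red blood cell, 6 of 6 adipocyte, 5 of 5 tendon, 9 of 24 cell division and 15 of 18 macrophage genes. Of 5 neutrophil promoters, 4 were up-regulated from the Mid to Dep, 1 was down-regulated from the HiT to Mid and 1 up-regulated from the Fed to Mid. The 6 red blood cell promoters, of hemoglobin genes with near-identical copies, had 5 down-regulated from the Fed to Mid, and Fed 2 had the highest level of *Hba-a1* (4186 TPM). Of 6 adipocyte promoters, 1 was down-regulated from the Pre to Mid, 1 up-regulated from the Mid to Post and 1 down-regulated from the Fed to Mid. Of 6 tendon promoters, 1 was down-regulated from the Pre to Mid and 1 up-regulated from the Mid to Post. Of the 9 cell division promoters, 8 were down-regulated from the HiT to Mid, 3 were up-regulated and 1 down-regulated from the Fed to Mid, 2 were up-regulated from the Pre to Mid and 2 down-regulated from the Mid to Post. Of the 15 macrophage promoters, 15 were down-regulated from the HiT to Mid, 1 up-regulated and 3 down-regulated from the Fed to Mid, and 1 up-regulated and 1 down-regulated both from the Pre to Mid and from the Mid to Post.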
